# Profiling the polyadenylated transcriptome of extracellular vesicles with long-read nanopore sequencing

**DOI:** 10.1186/s12864-023-09552-6

**Published:** 2023-09-22

**Authors:** Juan-Carlos A. Padilla, Seda Barutcu, Ludovic Malet, Gabrielle Deschamps-Francoeur, Virginie Calderon, Eunjeong Kwon, Eric Lécuyer

**Keywords:** Extracellular vesicles, Long-Read RNA Sequencing, Nanopore sequencing, Polyadenylated transcriptome, Poly-A, mRNA, lncRNA, Transcriptomics, Transcript Isoforms, RNA-seq

## Abstract

**Background:**

While numerous studies have described the transcriptomes of extracellular vesicles (EVs) in different cellular contexts, these efforts have typically relied on sequencing methods requiring RNA fragmentation, which limits interpretations on the integrity and isoform diversity of EV-targeted RNA populations. It has been assumed that mRNA signatures in EVs are likely to be fragmentation products of the cellular mRNA material, and the extent to which full-length mRNAs are present within EVs remains to be clarified.

**Results:**

Using long-read nanopore RNA sequencing, we sought to characterize the full-length polyadenylated (poly-A) transcriptome of EVs released by human chronic myelogenous leukemia K562 cells. We detected 443 and 280 RNAs that were respectively enriched or depleted in EVs. EV-enriched poly-A transcripts consist of a variety of biotypes, including mRNAs, long non-coding RNAs, and pseudogenes. Our analysis revealed that 10.58% of all EV reads, and 18.67% of all cellular (WC) reads, corresponded to known full-length transcripts, with mRNAs representing the largest biotype for each group (EV = 58.13%, WC = 43.93%). We also observed that for many well-represented coding and non-coding genes, diverse full-length transcript isoforms were present in EV specimens, and these isoforms were reflective-of but often in different ratio compared to cellular samples.

**Conclusion:**

This work provides novel insights into the compositional diversity of poly-A transcript isoforms enriched within EVs, while also underscoring the potential usefulness of nanopore sequencing to interrogate secreted RNA transcriptomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09552-6.

## Background

Extracellular vesicles (EVs) are a heterogeneous group of membrane-delimited nanoparticles of cellular origin [1, 2], which can act as protective vehicles for the extracellular trafficking and delivery of bioactive cargoes, including a diverse array of protein, DNA, and RNA molecules [2–6]. The transcriptome contained in EVs is reflective-of, but distinctive from the cells of origin, and is typically comprised of transcripts belonging to diverse RNA biotypes, including mRNAs and various classes of non-coding transcripts [7–10]. Upon internalization or fusion with recipient cells, EVs can release these transcripts and, consequently, induce specific biological responses in recipient cells [11–15]. Indeed, the implications are wide ranging, from the promotion of tumorigenesis [16–18], to increased drug resistance in cancer [19–21]. As such, characterizing the RNA repertoire of EVs is an important element to understanding their biological properties.

The biological functions of RNAs are intrinsically tied to their sequence and structural features [22, 23]. For instance, the alternative splicing of pre-mRNAs allows the production of different mature mRNA isoforms from a single gene, substantially enhancing proteome complexity [24–26]. Moreover, different RNA isoforms may contain specific regulatory elements that modulate their functional properties in a variety of post-transcriptional regulatory processes, including RNA maturation [27], translation [28–30], stability [31], and subcellular localization [32]. As such, RNA sequence features are likely to be important determinants of secretion and of their activity in recipient cells following EV-mediated transfer. Strikingly, multiple reports of EV transcriptomes have indicated that various classes of coding and non-coding RNAs appear as fragments within EVs [8, 33–35], with some exhibiting biological relevance [35–38]. Even so, several studies have pointed to the transfer of functional mRNAs in recipient cells [7, 39–42].

Recently, long-read nanopore sequencing has emerged as a powerful technology for long-read RNA profiling, allowing the detection of full-length transcripts and unambiguous mapping of isoform diversity, thereby offering a great advantage over traditional sequencing methods that require fragmentation of the starting RNA material [43–46]. Using nanopore sequencing, we sought to compare the full-length poly-A transcriptome signatures of human K562 cells and EVs, in order to better understand the integrity and sequence features of EV transcripts. Strikingly, we show that EVs contain a high proportion of full-length mRNAs and non-coding RNAs, and further show that these transcripts can exhibit differential isoform diversity ratios in EVs versus their cells of origin. Thus, long-read RNA sequencing approaches offer an attractive avenue to ascertain the sequence features of EV transcriptomes and to better predict their functional properties.

## Results

### Nanopore RNA sequencing identifies a variety of RNAs in cells and EVs

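K562 is a human cell line established from a chronic myelogenous leukaemia, and it expresses erythroid genes such as globins. RNA of 3 replicates of whole cells (WC) and of the extracellular vesicles (EVs) released into 3 replicates of their medium over 36 h was copied into cDNA from poly(A) tails, with 50 ng of RNA and 14 PCR cycles per library. According to the paper, the WC and the EV library of a replicate shared a flow cell, loaded with 66.66 and 33.33 fmol of cDNA. Each replicate was grown in 5 flasks, and the paper describes the EV purifications as biological triplicates.

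The authors called bases with Guppy 6.2.1, mapped reads with minimap2 to GRCh38 (hg38) and counted them per gene of GENCODE v41 with featureCounts in its long-read mode. The gene counts summed to 2480560, 3178211 and 2694992 in the WC libraries and to 881338, 560157 and 580852 in the EV libraries. From 21997 to 23874 genes had a count in a WC library and 12891 to 14263 in an EV library. Over the WC and EV groups the counts sum to 8353763 and 2022347, while Figure S3A of the paper gives 8012682 and 1463222 mapped reads. The counts thus exceed the mapped reads, by more in EVs, although the paper left part of the mapped reads unassigned. Some reads therefore appear to be counted more than once, and how this affects single genes or classes was not tested. Every value here uses the counts. The paper's text names no strand setting and no treatment of reads that map to several places, so reads of near-identical copies cannot be told apart in these counts. Reads from regions of several annotated genes were left unassigned as ambiguous, which does not cover transcripts that the annotation lacks.

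Genes were tested here with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment), EV against WC, over the 8716 genes its expression filter kept. Enriched in EVs means a log2 fold change of at least 2 with an adjusted p of at most 0.01, and enriched in WC means one of at most -2 with the same p, the thresholds that the paper states. Rose and fell mean an adjusted p under 0.05 with any fold change. Levels are CPM, counts scaled for library size and TMM factor, given as mean and SD over the 3 libraries of a group. Lists of genes were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation. Lists, tests and alternatives were chosen before the data were examined unless the text says otherwise. Intervals and lower bounds on counts cover counting error only, because PCR copies carried no molecular tags. They do not cover reads counted more than once. With total-count scaling in place of TMM the median log2 fold change of the tested genes was -0.78 instead of -0.13, so every direction here is relative to TMM.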

To investigate the sequence features of an EV-targeted transcriptome, we herein sought to apply nanopore long-read sequencing to RNA purified from whole cells (WC) or EVs of the human chronic myelogenous leukemia cell line K562. For this, we employed a poly-A priming approach utilizing a PCR-cDNA barcoding strategy, which enables one to sequence full-length transcripts generated through reverse-transcription of poly-A + material (Fig. 1A). EVs were purified from K562 cell conditioned media (CCM) through centrifugation-based filtering and size exclusion chromatography (SEC) using qEVsingle 70 nm columns. Nanoparticle tracking analysis (NTA) was performed on purified EV material, which detected the presence of nanoparticles ranging from 100–600 nm in diameter (Fig. 1B). Furthermore, transmission electron micrographs (TEM) of the recovered material identified circular structures displaying the biconcave morphologies typically associated with EVs (Fig. 1C). RNA isolated from EV and cellular samples was subjected to Bioanalyzer automated electrophoresis to assess the concentration and quality of the preparations, revealing standard RNA integrity values typical of such specimens (Figure S1A). However, EV RNA displayed less pronounced peaks for 18S and 28S ribosomal RNA than was observed in cellular RNA (Figure S1A). Similar analysis of PCR-cDNA sequencing libraries showed that EV cDNA specimens display a biphasic size distribution, with a broader population > 700 nt similar to cellular samples, as well as a weaker population in the ~ 150–200 nt size range (Figure S1B). For sequencing, WC and EV libraries from the same replicate specimen were combined in the same nanopore flow cell at a ratio of 2:1. Consistent with this loading scheme, we obtained averages of 66.3% and 31.4% barcoded reads representing WC and EV, respectively (Figure S1C). Initial analysis of sequencing data demonstrated an average of ~ 8M reads per sequencing run, with an average of 62% of the raw reads passing the minimum quality score during base-calling (Figure S1D).

**Fig. 1:**
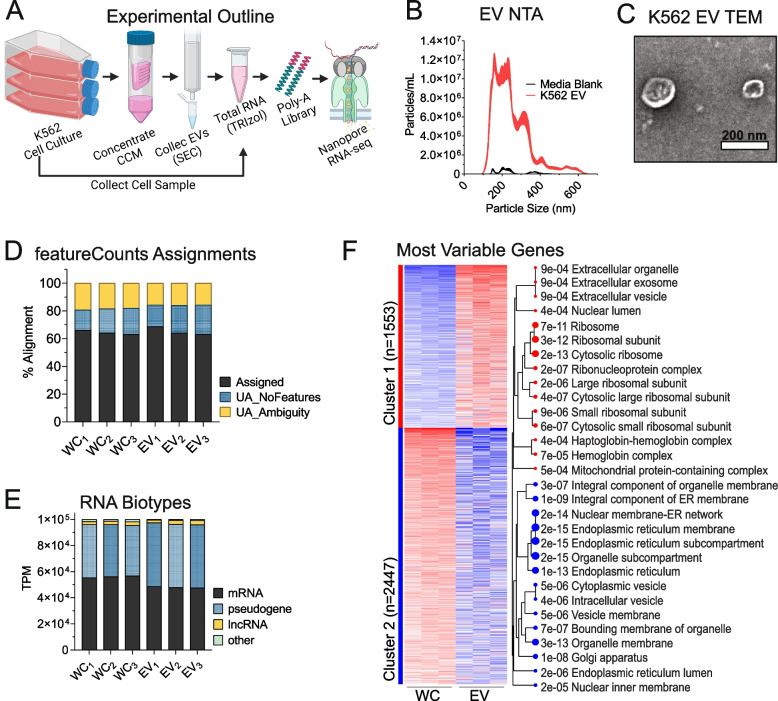
Nanopore sequencing identifies a variety of RNA biotypes. **A** Graphical experimental outline of the isolation of K562 cellular and extracellular vesicles (EV) total RNA, library preparation, and nanopore sequencing. Graphic created with BioRender.com **B** Nanoparticle Tracking Analysis (NTA) of cleared cell-conditioned media. Border thickness defines the standard error. **C** Transmission electron micrographs of iodixanol gradient-purified EVs. EVs were negatively stained with 2% uranyl acetate and imaged on the FEI Tecnai T12 120kV transmission electron microscope. **D** Stacked bar graphs of the percentage of input of cellular and EV sequencing reads with assigned or unassigned (UA) features as determined by featureCounts. **E** RNA biotype distributions of cellular and EV transcriptomes. ‘Other’ includes a varied group of minor transcripts including, but not limited to, miscRNA, snRNA, snoRNA, etc.** F** iDEP unsupervised clustering heatmap of the top 4000 most variable genes in cellular and EV transcriptomes. Cellular component gene ontology (GO) terms associated with each cluster are represented on the right. Red lines denote enrichment in EVs, blue lines denote enrichment in cells

Among the reads that passed quality control, a higher proportion of mappable reads were obtained for WC (~ 88%) comparted to EV (~ 56%) specimens, with unmappable reads presenting characteristics of repetitive sequences (Figure S1E). Further interrogation of mappable reads revealed a similar proportion (~ 65%) of assigned versus unassigned (UA) reads across all samples (Fig. 1D), with ~ 15% of UA reads respectively being classified as either ambiguous (i.e., deriving from regions overlapping multiple genes) or NoFeatures (i.e., mapping to a region of the genome that does not contain any known gene). 

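Single genes of different functions separated the cells from the vesicles. KPNB1, which encodes a nuclear import receptor, stood at 48.4 ± 4.37 CPM (SD, n = 3) in WC and 138 ± 24.2 CPM (SD, n = 3) in EV libraries, a log2 fold change of 1.49 (SE 0.19, adjusted p = 6.4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SNHG8, a long non-coding RNA (lncRNA) that hosts a small nucleolar RNA, went from 374 ± 13.6 to 676 ± 49.9 CPM (SD, n = 3 each, log2 fold change 0.85, SE 0.14, adjusted p = 2.5e-05, the same test). LAMP2, a lysosomal membrane protein gene, fell from 103 ± 11.2 to 17.6 ± 3.40 CPM (SD, n = 3 each, log2 fold change -2.51, SE 0.25, adjusted p = 1.3e-08, the same test).

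In 4810 of the 8716 tested genes (55.2%) the 3 EV values lay all above or all below the 3 WC values, where chance alone gives 10%. On the 500 genes that varied most in log2 CPM, the first component held 83.6% of the variance. It placed the WC libraries at -32.0, -33.4 and -34.8 and the EV libraries at 29.0, 35.5 and 35.8. The second component held 8.67%.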

Principal component analysis (PCA) was performed on the sequencing libraries, revealing good segmentation of cellular and EV replicates into two clusters (Figure S1F). To evaluate the overall diversity of RNAs present in the sequencing data, their biotype assignations were assessed in transcripts per million (TPM). The groupings included 3 major classes: mRNA, lncRNA, and all RNA with a ‘pseudogene’ designation, while all minor classes of RNAs (e.g., miRNA, snoRNA, snRNA, miscRNA) were grouped as ‘other’ and accounted for < 1% of all assigned reads. These results showed that, in both cells and EVs, most transcripts detected were mRNAs or pseudogene transcripts, with a smaller number representing lncRNAs (2–3%). 

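Mitochondrial-encoded genes, which cut across these classes, differed more in share between cells and vesicles than the lncRNA class did. They took 2.49% ± 0.246% (SD, n = 3) of the gene counts of WC libraries and 0.326% ± 0.0831% (SD, n = 3) of those of EV libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 libraries can give). MT-RNR2, the mitochondrial 16S rRNA, fell from 9936 ± 1285 to 2864 ± 1102 CPM (SD, n = 3 each, log2 fold change -1.80, SE 0.32, adjusted p = 0.0058, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MT-RNR1, the 12S rRNA, fell from 475 ± 20.1 to 238 ± 45.2 CPM (SD, n = 3 each, log2 fold change -1.01, SE 0.16, adjusted p = 1.8e-05, the same test). Both members of the mitochondrial rRNA list fell, and 2 fell with adjustment over the list alone (camera adjusted p = 0.0092, and adjusted p = 0.26 with an estimated correlation).

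LncRNA genes took 2.54% ± 0.195% of the counts in WC and 2.86% ± 0.601% in EV libraries (SD, n = 3 each, exact permutation test, p = 0.5). As TPM recomputed here with the exon length of each gene, lncRNA genes took 1.40% ± 0.128% in WC and 1.65% ± 0.360% in EV libraries (SD, n = 3 each, exact permutation test, p = 0.4). Genes outside the mRNA, pseudogene and lncRNA classes took 1.59% ± 0.169% of the counts in WC and 0.649% ± 0.222% in EV libraries (SD, n = 3 each, exact permutation test, p = 0.1). As TPM this share was 1.87% ± 0.209% and 1.40% ± 0.484% (SD, n = 3 each, exact permutation test, p = 0.2), and with mitochondrial-encoded genes left out it was 1.22% ± 0.168% and 1.31% ± 0.456% (SD, n = 3 each, exact permutation test, p = 0.8).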

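Pseudogene transcripts gained and mRNAs lost share in vesicles. Pseudogenes took 39.9% ± 0.990% of the gene counts of WC libraries and 48.5% ± 0.313% of those of EV libraries (SD, n = 3 each, exact permutation test, p = 0.1, the smallest possible). For mRNAs the shares were 56.0% ± 0.719% in WC and 48.0% ± 0.529% in EV libraries (SD, n = 3 each, exact permutation test, p = 0.1). Gene by gene, 898 of the 1427 tested pseudogenes rose and 163 fell, with a median log2 fold change of 1.09, while 1007 of the 6768 tested mRNAs rose and 1503 fell, with a median of -0.24. RPL10P16, a processed copy of RPL10 on chromosome 19 of GRCh38 (12643275 to 12643919), rose from 77.0 ± 3.01 to 851 ± 88.3 CPM (SD, n = 3 each, log2 fold change 3.46, SE 0.16, adjusted p = 9.4e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RPL3P4 rose from 63.5 ± 7.02 to 674 ± 67.7 CPM (SD, n = 3 each, log2 fold change 3.40, SE 0.17, adjusted p = 2.4e-14, the same test).

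Pseudogene genes are short, so TPM that divide by exon length give them most of the total: 80.5% ± 0.481% in WC and 84.8% ± 0.554% in EV libraries, with mRNAs at 16.2% ± 0.153% and 12.1% ± 0.289% (SD, n = 3 each, exact permutation test, p = 0.1 for both classes). Reads of a processed pseudogene and of its parent mRNA may be assigned to either, so these levels are uncertain.

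**Figure D1:**
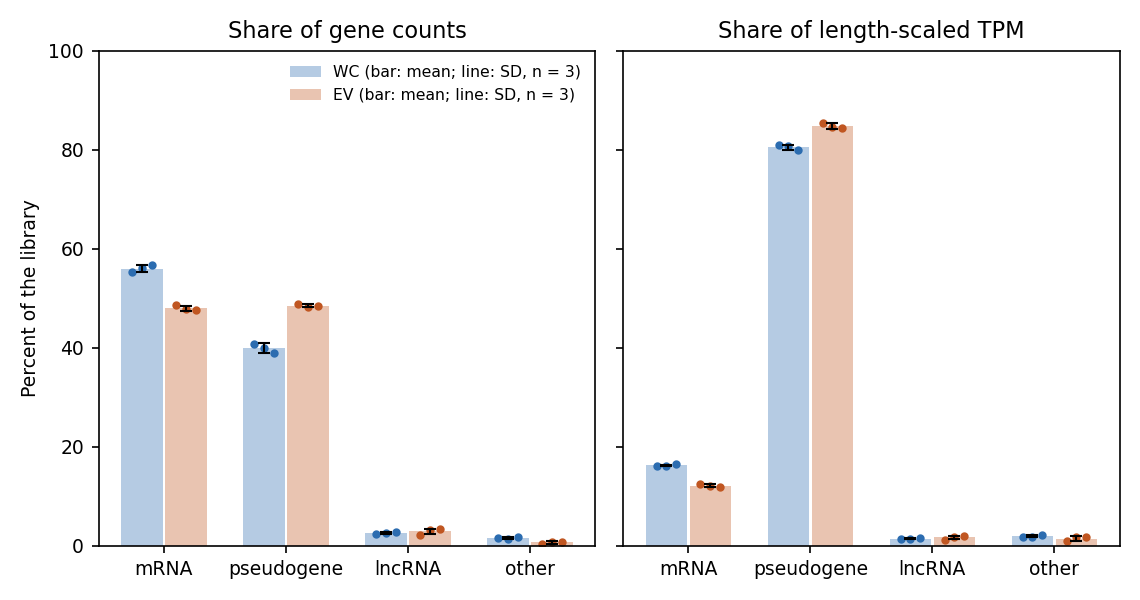
Share of each RNA class in the WC and EV libraries. Left: percent of gene counts. Right: percent of TPM computed with exon length. Bars are means over 3 libraries, lines are the SD and points are single libraries.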

While EVs had similar proportions of mRNAs to pseudogene-derived transcripts (~ 48% each), cellular samples contained a higher proportion of mRNA (~ 56%) versus pseudogene (~ 40%) transcripts (Fig. 1E). Next, DESeq2 normalized counts were subject to iDEP differential expression and pathway analysis. A k-Means clustered heatmap was assembled of the top 4000 most variably expressed coding genes, and their associated gene ontology (GO) enrichments for cellular components (CC) was determined. Unsupervised clustering revealed that EV mRNAs were enriched for functional classes associated with extracellular vesicles, ribosomal subunits, and ribonucleoprotein complexes, while WC-enriched mRNAs had functional signatures associated with diverse intracellular compartments (Fig. 1F).

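Genes of the 2 mRNA clusters differed in what they encode. With k-means on the 4000 mRNA genes that varied most, 1229 genes fell in the cluster that was higher in EVs and 2771 in the cluster that was higher in WC. Cytosolic ribosomal protein genes were placed only in the EV-high cluster, 59 of 59 (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 4.3e-30), and so were all 8 haemoglobin genes (adjusted p = 0.00039, the same test), but the study chose both lists on these samples and they are not independent evidence. Nuclear-encoded respiratory chain genes were 27 in the EV-high and 4 in the WC-high cluster (adjusted p = 9.4e-10, the same test), and mitochondrial ribosomal protein genes 13 and 3 (adjusted p = 0.00029, the same test). Over their tested members, total-count scaling gave respiratory chain genes a median log2 fold change of 0.0075 and mitochondrial ribosomal protein genes one of -0.25. Clusters were not rerun with that scaling. On the other side stood 66 solute carrier genes, with 10 in the EV-high cluster (adjusted p = 0.0024, the same test), and 83 zinc finger genes, with 16 in the EV-high cluster (adjusted p = 0.0042, the same test).

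UQCRQ, a subunit of respiratory complex III, rose from 39.7 ± 2.93 CPM in WC to 144 ± 20.4 CPM in EV libraries (SD, n = 3 each, log2 fold change 1.84, SE 0.19, adjusted p = 1.6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SLC38A1, an amino acid transporter gene, fell from 120 ± 23.2 to 44.8 ± 6.77 CPM (SD, n = 3 each, log2 fold change -1.40, SE 0.22, adjusted p = 1.3e-05, the same test). Cluster sizes depended on the number of genes used and were 421 and 1579 with the 2000 most variable genes.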

### Long-read RNA sequencing reveals EV-enriched and -depleted transcripts

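Genes of varied function changed by large factors in both directions. RAB13, which encodes a small GTPase of vesicle traffic, rose from 4.29 ± 1.15 CPM in WC to 162 ± 32.1 CPM in EV libraries (SD, n = 3 each, log2 fold change 5.17, SE 0.25, adjusted p = 2.0e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The metallothionein gene MT2A rose by 4.54 (SE 0.23, adjusted p = 2.5e-14, the same test) and the gamma-globin gene HBG2 by 4.30 (SE 0.23, adjusted p = 1.0e-13, the same test) on the log2 scale. MT-CYB, the mitochondrial cytochrome b gene, fell from 1044 ± 20.2 to 109 ± 12.9 CPM (SD, n = 3 each, log2 fold change -3.27, SE 0.16, adjusted p = 2.5e-14, the same test). The pseudogene BNIP3P41 and the membrane protein gene TMEFF2 had 402 and 196 reads over the WC libraries and none over the EV libraries, at least 20.9-fold and at least 10.2-fold lower in EVs against a floor of 3 reads over the group.

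Of the 8716 tested genes 395 were enriched in EVs and 517 in WC. At any fold 1987 rose and 1864 fell, and with total-count scaling 1066 rose and 4494 fell. Another 12636 genes had a mean of at least 5 reads in the WC or in the EV libraries and were enriched in neither. Of such genes 5817 reached this mean in both groups. In the authors' deposited table 10865 genes had a mean of at least 5 normalized reads in WC or EV, enriched genes included. Those enriched in neither numbered 10143 there. The WC count depended on the method: 333 with DESeq2, 236 with the WC libraries thinned to the EV depth, 253 when tested against a fold of 2, 784 without an expression filter, 1192 with total-count scaling, and 339 without WC replicate 3. The EV count was 213 with total-count scaling and 187 with thinned WC libraries.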

A deeper analysis of differentially expressed transcripts between WC and EV samples revealed a total of 280 and 443 transcripts that were respectively enriched within WC or EV samples, while 10,865 RNA were similarly detected in both specimen types (Fig. 2A-B). 

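By summed CPM, lncRNA genes with 18S rRNA sequence on the opposite strand took a large part of the EV-enriched expression. ENSG00000280614.1 is 923 nt long, lies on chromosome 21 of GRCh38 (8393419 to 8394341) inside RNA18SN3 (8392666 to 8394534) and is 100% identical to the opposite strand of that gene. It rose from 1244 ± 141 CPM in WC to 6952 ± 2446 CPM in EV libraries (SD, n = 3 each, log2 fold change 2.48, SE 0.26, adjusted p = 7.1e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSG00000280800.1 (6915 CPM in EVs) and ENSG00000281181.1 (6901 CPM in EVs) lie in the same way inside RNA18SN2 and RNA18SN1, and ENSG00000281383.1 (8254592 to 8255514, log2 fold change 3.35, SE 0.36, adjusted p = 0.00038, the same test) matches the 18S sequence at 99.57%. No 18S, 28S or 45S rRNA gene is among the counted genes, so reads of 18S rRNA would not be ambiguous there, and since the strand setting is not known they cannot be told apart from reads of these 4 genes.

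By summed CPM in EV libraries the 395 EV-enriched genes were 44.2% lncRNA, 39.0% pseudogene, 15.9% mRNA and 0.922% other classes. The 4 genes alone made up 43.3% of this sum and 97.97% of its lncRNA part, and without them the shares were 68.8% pseudogene, 28.0% mRNA and 1.58% lncRNA. By TPM with exon lengths the EV-enriched genes were 58.9% pseudogene, 32.4% lncRNA, 5.07% other classes and 3.60% mRNA. RPSAP58, annotated as coding and close in sequence to RPSA, held 876 ± 19.9 CPM (SD, n = 3) in EVs and 95.6 ± 11.1 CPM (SD, n = 3) in WC (log2 fold change 3.20, SE 0.16, adjusted p = 2.4e-14, the same test).

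**Figure D2:**
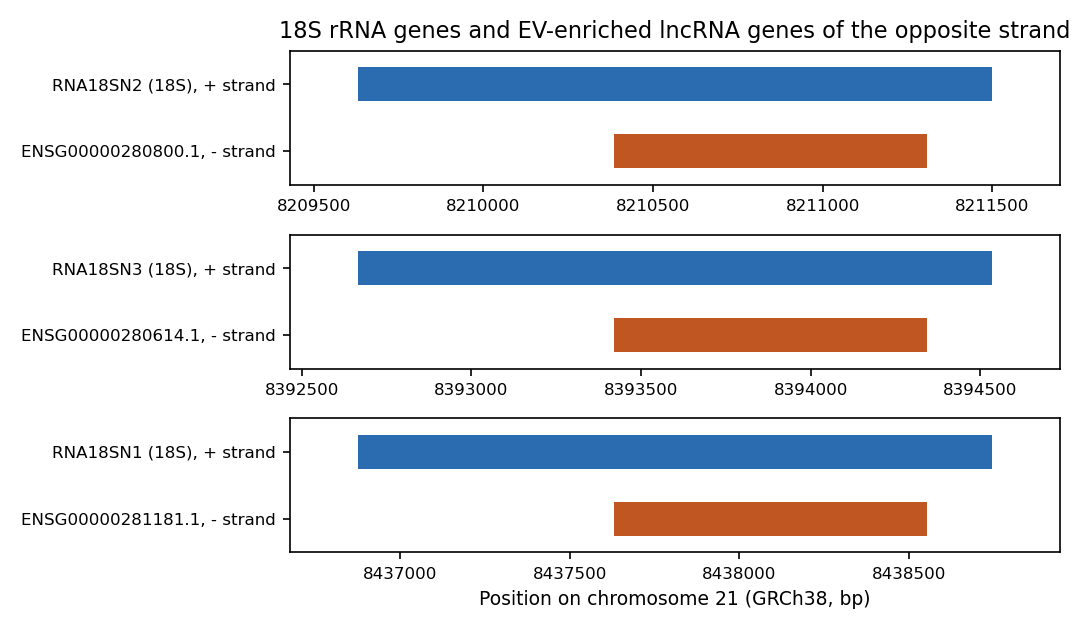
Position of the 3 lncRNA genes on the strand opposite to the 18S rRNA genes RNA18SN1, RNA18SN2 and RNA18SN3. Horizontal axis: position on chromosome 21 of GRCh38. Bars span each gene from start to end.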

EV-enriched RNAs included various RNA biotypes, with lncRNA (42.9%), pseudogenes (35.5%), and mRNA (13.7%) representing the major classes [%TPM]. In WC specimens, enriched RNAs included mostly lncRNA (78.6%), with pseudogenes (15.6%) and mRNA (5.6%) representing smaller populations [%TPM] (Fig. 2B). 

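The mRNAs with the highest levels among the cell-enriched genes were mitochondrial. MT-CO2, a subunit of cytochrome c oxidase, fell from 3107 ± 256 CPM in WC to 275 ± 32.1 CPM in EV libraries (SD, n = 3 each, log2 fold change -3.50, SE 0.15, adjusted p = 3.9e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and made up 12.2% of the WC-enriched sum. MT-ND4 stood at 1555 ± 609 and 121 ± 17.1 CPM (SD, n = 3 each, log2 fold change -3.69, SE 0.28, adjusted p = 7.5e-07, the same test), a call that ended without EV replicate 1. All 12 tested mitochondrial-encoded mRNAs fell, 12 with adjustment over the list alone, with a median log2 fold change of -3.17 and, with total-count scaling, of -3.83. Camera gave this list an adjusted p of 7.8e-14, and adjusted p = 0.16 with an estimated correlation, and as a list that the study chose it is not independent evidence. MTND2P28, a nuclear copy of MT-ND2 on chromosome 1 (629640 to 630683), fell from 1462 ± 40.4 to 105 ± 17.6 CPM (SD, n = 3 each, log2 fold change -3.82, SE 0.17, adjusted p = 4.0e-15, the same test) and may hold reads of its parent.

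By summed CPM in WC libraries the 517 WC-enriched genes were 76.6% mRNA, 16.3% pseudogene, 7.05% lncRNA and 0.051% other classes. By TPM with exon lengths they were 66.8% mRNA, 28.9% pseudogene, 3.68% lncRNA and 0.597% other classes. For the authors' own WC-enriched genes the authors' deposited table gives 78.7% mRNA, 15.7% pseudogene and 5.67% lncRNA. LINC01001 held the most of the lncRNA part, at 171 CPM, and was named after its values were seen.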

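U1 and 5S genes and RNY1 rose where they had the reads to be tested, and the RNA of the signal recognition particle fell. All 4 tested U1 snRNA genes (RNU1-1, RNU1-2, RNU1-27P and RNU1-28P) rose, 4 with adjustment over the list alone, with a median log2 fold change of 3.55 (camera adjusted p = 0.0035, and adjusted p = 0.16 with an estimated correlation), and of the other snRNA genes on the lists none had the reads to be tested, with 1749 reads over the WC and 84 over the EV libraries. RNU1-2 rose from 1.37 ± 0.0891 CPM in WC to 15.5 ± 5.07 CPM in EV libraries (SD, n = 3 each, log2 fold change 3.35, SE 0.48, adjusted p = 3.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 tested 5S rRNA genes rose, 6 with adjustment over the list alone, with a median of 3.28 (camera adjusted p = 0.00066, and adjusted p = 0.27 with an estimated correlation). RNY1, a Y RNA, had 2 reads in WC and 44 in EV libraries, a ratio of 141 (95% exact counting interval 36.8 to 1202.5). These are lists that the study chose and copies that are alike in sequence, so they are not independent evidence. Few members passed the expression filter. Over the WC libraries the tested 5S genes had 8 to 16 reads each and the tested U1 genes 4 to 22. They passed through their EV libraries, which favours a rise. The numbers that rose and the camera p therefore cannot decide the direction of these 2 lists. The listed genes were also summed without the filter and without a test: by total counts 5S went from 59.7 CPM in WC to 189 CPM in EVs, U1 from 22.4 to 107 and the other snRNA genes from 209 to 41.5. Y RNA genes summed in this way went from 11.4 to 35.1 CPM. They had 95 reads in WC and 71 in EVs, of which RNY1 held 2 and 44. The 7SL RNA genes RN7SL1 and RN7SL3, the RNA of the signal recognition particle, both fell, by 1.47 (SE 0.25, adjusted p = 2.8e-05) and 1.71 (SE 0.28, adjusted p = 1.9e-05, the same test) on the log2 scale.

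Outside the mRNA, lncRNA and pseudogene classes 16 genes were enriched in EVs, which were the 6 5S rRNA genes, the 4 U1 genes, RNY1, the snRNA gene ENSG00000275405.1, the microRNA genes MIR1244-2, MIR1244-3 and MIR1244-4 and the unconfirmed transcript ENSG00000279865.1. In WC they were RNU7-38P, an snRNA gene with 69 reads in WC and none in EVs, and ENSG00000279789.1, an unconfirmed transcript with 66 and none, and genes outside the lists were named after their values were seen. With 3 reads in place of none their folds would be 3.58 and 3.43, under the threshold of 4, so these 2 calls rest on fitted values. The WC count was 0 with thinned WC libraries, without any 1 WC replicate, without EV replicate 1 and, both added after values were seen, with DESeq2 on every gene and with pseudogenes left out, and it was 2 to 14 in the other settings. The EV count was 4 with the WC libraries thinned to the EV depth, 39 without an expression filter, and 31, 27 and 29 without EV replicate 1, 2 and 3.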

Although transcriptomic signatures across various biotypes were recorded for both cellular and EV specimens, the EV groups were the only class that demonstrated enrichment for other biotype classes, including snRNA, 5S rRNA, and Y-RNA. Interestingly, the sequencing reads associated to these RNAs contained varied lengths of poly-A at their 3’ end (data not shown).

**Fig. 2:**
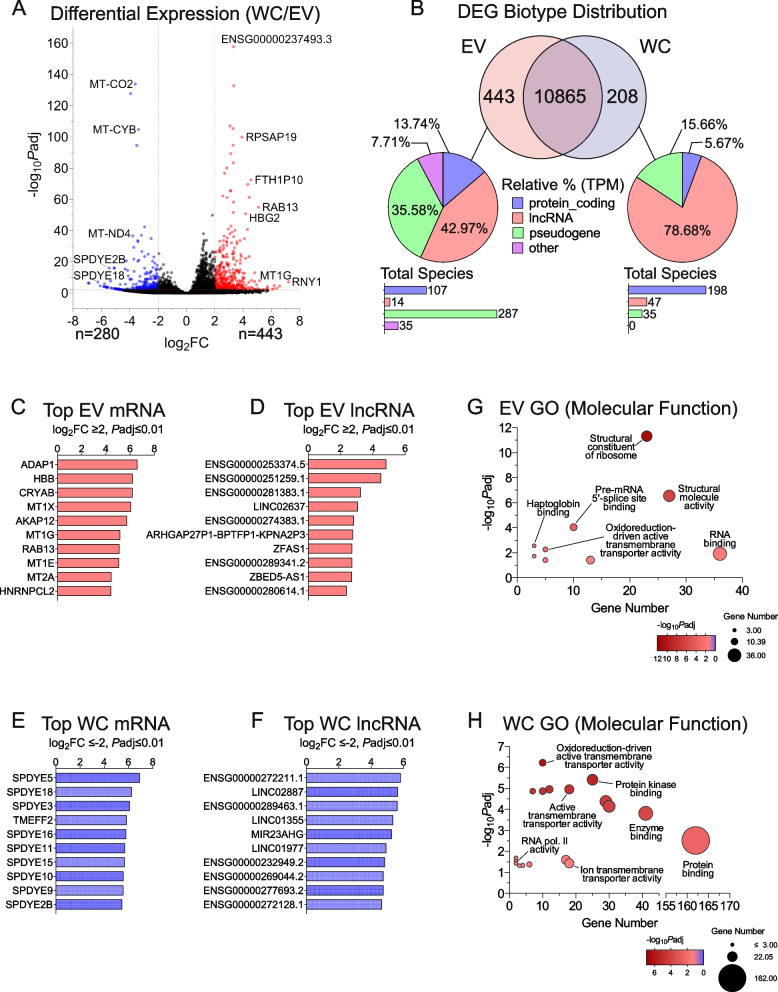
EV-enriched RNAs display GO associations to ribonucleoprotein complexes. **A** Volcano plot of cellular and EV transcriptomes signifying the shift in gene expression levels. Blue dots represent statistically significant downregulated EV-genes (Log_2_ fold change ≤ -2, *P*adj≤ 0.01). Red dots represent statistically significant upregulated EV-genes (Log_2_ fold change ≥ 2, *P*adj ≤ 0.01). **B** Venn diagram of differentially expressed RNAs in EV vs WC (Log_2_ fold change ≥ 2 or ≤ -2, *P*adj ≤ 0.01). In the center are RNAs which displayed similar expression profiles in either group. Inclusion to this group was limited to RNAs with an average of ≥ 5 reads (triplicates). Differentially expressed RNAs are further categorized into pie charts and bar graphs, denoting their relative percentages in transcripts per million and their contributing RNAs, respectively. **C-D** Bar graphs of the top 10 EV-enriched (Log_2_ fold change ≥ 2, *P*adj ≤ 0.01) mRNA and lncRNA, respectively. **E–F** Bar graphs of the top 10 cell-enriched/EV-depleted (Log_2_ fold change ≤ -2, *P*adj ≤ 0.01) mRNA and lncRNA, respectively. **G** Bubble plot of GO molecular function of EV-enriched mRNA as determined with g:Profiler. All enriched (Log_2_ fold change ≥ 2, *P*adj ≤ 0.01) RNA considered. **H** Bubble plot of GO molecular function of cell-enriched mRNA as determined with g:Profiler. All enriched (Log_2_ fold change ≤ -2, *P*adj ≤ 0.01) RNA considered

The top EV-enriched RNAs included 107 mRNA, 14 lncRNA, 287 pseudogenes, and 35 assorted non-coding RNA (Fig. 2B). 

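By number of genes, pseudogenes were the largest class of the EV-enriched side, which also held globin and metallothionein genes. All 8 tested haemoglobin genes rose, 8 with adjustment over the list alone, with a median log2 fold change of 1.31 and, with total-count scaling, of 0.66, where 3 rose (camera adjusted p = 0.00070, and adjusted p = 0.16 with an estimated correlation). Both tested metallothionein genes rose, with a median of 4.80 (camera adjusted p = 0.0035, and adjusted p = 0.16 with an estimated correlation), and the study chose both of these lists, so they are not independent evidence. HBB had 2 reads in WC and 23 in EV libraries, a ratio of 73.8 (95% exact counting interval 18.2 to 646). AKAP12, a kinase scaffold gene, had 2 and 18 reads, a ratio of 57.8 (13.8 to 513), and both genes could be tested in only 2 of the 6 fits that leave out a library. Among the pseudogenes FTH1P10, a copy of the ferritin heavy chain, rose from 7.26 ± 0.886 CPM in WC to 185 ± 17.4 CPM in EV libraries (SD, n = 3 each, log2 fold change 4.65, SE 0.22, adjusted p = 9.4e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lncRNA ENSG00000253374.5 on chromosome 8 rose from 0.987 ± 0.202 to 29.2 ± 7.21 CPM (SD, n = 3 each, log2 fold change 4.88, SE 0.41, adjusted p = 6.4e-10, the same test).

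By class the EV-enriched genes were 111 mRNAs, 12 lncRNAs, 256 pseudogenes and 16 others. The paper takes its genes past these thresholds as EV-enriched and carries them into its analysis of molecular functions. The counts were 46 mRNAs, 6 lncRNAs and 145 pseudogenes with total-count scaling and 46, 6 and 131 with thinned WC libraries, 73 mRNAs without WC replicate 2 and 22 lncRNAs without EV replicate 1.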

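Some lncRNAs of the cells had no read in vesicles. ENSG00000272211.1 on chromosome 2 of GRCh38 (196151263 to 196154881) had 190 reads over the WC and none over the EV libraries, at least 9.87-fold lower in EVs against the floor of 3 reads over the group. LINC02887 (171 reads in WC), LINC01355 (137) and MIR23AHG (130), a microRNA host gene, also had none in EVs, at least 8.88-fold, 7.11-fold and 6.75-fold lower. ENSG00000232949.2 had 195 reads in WC and 1 in EVs, a ratio of 30.4 (95% exact counting interval 5.39 to 1206). Among the mRNAs NPIPB5, of a primate gene family with many similar copies, fell from 273 ± 51.4 CPM in WC to 33.5 ± 3.04 CPM in EV libraries (SD, n = 3 each, log2 fold change -3.04, SE 0.22, adjusted p = 4.8e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and reads may be shared between the copies. The pseudogene FAM157A fell from 138 ± 4.00 to 13.4 ± 1.78 CPM (SD, n = 3 each, log2 fold change -3.33, SE 0.25, adjusted p = 8.8e-11, the same test).

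By class 343 mRNAs, 98 lncRNAs and 74 pseudogenes were enriched in WC. With DESeq2 the counts were 224, 59 and 48, with thinned WC libraries 176, 32 and 28, against a fold of 2 they were 168, 47 and 36, and with total-count scaling 906, 164 and 116, while without an expression filter there were 148 lncRNAs and 112 pseudogenes. Without WC replicate 2 there were 50 lncRNAs and 41 pseudogenes, and 50 and 41 without WC replicate 3.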

The top 10 EV-enriched mRNA and lncRNA are represented in Fig. 2C-D. By contrast, the top cell-enriched RNAs included 198 mRNA, 47 lncRNA, and 35 pseudogenes (Fig. 2B). 

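Speedy/RINGO genes, which lie in repeated copies on chromosome 7, were almost absent from vesicles. Of 20 tested members 19 fell, 19 with adjustment over the list alone, and the other, SPDYC, had a log2 fold change of -0.34 (SE 0.26, adjusted p = 0.31, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPDYE2B fell from 153 ± 15.1 CPM in WC to 4.00 ± 4.75 CPM in EV libraries (SD, n = 3 each, log2 fold change -5.33, SE 0.38, adjusted p = 2.3e-11, the same test). SPDYE5 had 795 reads over the WC and 1 over the EV libraries, a ratio of 124 (95% exact counting interval 22.2 to 4898), and SPDYE18 had 916 and 2, a ratio of 71.4 (19.7 to 590). SPDYE3 (100307702 to 100322196 on GRCh38) had 234 and none, at least 12.2-fold lower in EVs.

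The median log2 fold change of the list was -5.27 as fitted and -3.93 with the 6 members that had no EV read set at their bound. Camera gave the list an adjusted p of 1.1e-12, and adjusted p = 0.16 with an estimated correlation. This is a list that the study chose, so it is not independent evidence, and 19 of the 20 members match another member at 95% or more over at least 500 nt, so reads cannot be assigned to single members with certainty.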

The top 10 cell-enriched mRNA and lncRNA are represented in Fig. 2E-F. Interestingly, cell-enriched mRNA encode for various members of the Speedy/RINGO family of proteins, which have been associated with mammalian cell cycle regulation through the activation of Cyclin-dependent kinases [47]. To determine whether the EV- or WC-enriched transcripts were associated to known gene ontology molecular functions, they were subjected to over-representation analyses (ORA) with g:Profiler. 

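Genes of the translation machinery rose together in vesicles. Of 76 tested cytosolic ribosomal protein genes 75 rose and none fell, 75 and none with adjustment over the list alone, and the other, RPS10, had a log2 fold change of 1.00 (SE 0.51, adjusted p = 0.19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change of the list was 1.06 and, with total-count scaling, 0.39, where 50 rose. FAU, RPL22, RPL23A, RPL26, RPS15A and RPS3A were the 6 members enriched in EVs, against 1.25 expected (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.011). RPS3A rose from 28.1 ± 2.88 CPM in WC to 303 ± 10.2 CPM in EV libraries (SD, n = 3 each, log2 fold change 3.43, SE 0.18, adjusted p = 7.9e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and FAU from 24.8 ± 4.58 to 200 ± 30.6 CPM (SD, n = 3 each, log2 fold change 3.00, SE 0.20, adjusted p = 8.9e-12, the same test).

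Of 19 tested translation factors and other mRNAs with a 5' terminal oligopyrimidine tract 15 rose and 1 fell, with the same numbers after adjustment over the list alone. With total-count scaling 7 rose and 5 fell. NACA, a chaperone of nascent chains, rose by 2.97 (SE 0.17, adjusted p = 3.2e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), TPT1 by 2.80 (SE 0.16, adjusted p = 5.1e-13, the same test) and the poly(A)-binding protein gene PABPC1 by 1.76 (SE 0.18, adjusted p = 1.0e-08, the same test) on the log2 scale, while the elongation factor gene EEF2 fell by 0.60 (SE 0.15, adjusted p = 0.0018, the same test). Camera gave the ribosomal list, which the study chose and which is not independent evidence, an adjusted p of 3.3e-35, and adjusted p = 0.16 with an estimated correlation. For the oligopyrimidine list the median of 0.53 became -0.13 with total-count scaling (camera adjusted p = 1.4e-05, and adjusted p = 0.16 with an estimated correlation).

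**Figure D3:**
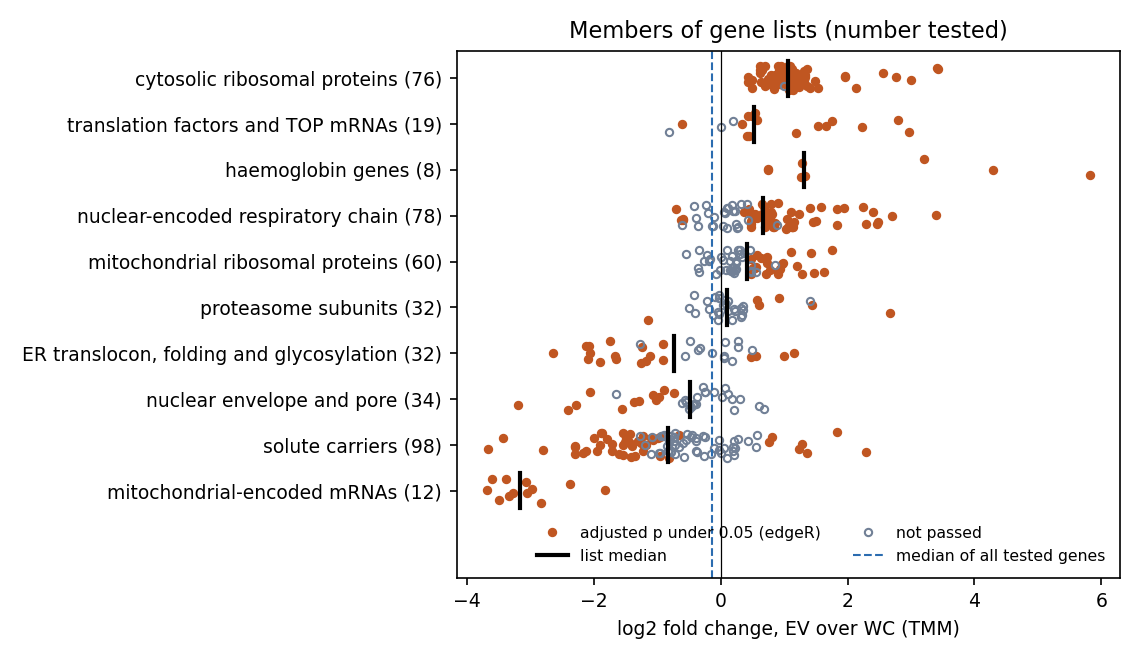
Log2 fold change, EV over WC, of the tested members of each gene list. Points are genes, filled where the adjusted p is under 0.05 and open where it is not. Black lines are list medians and the dashed line is the median of all tested genes.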

Our results showed that these EV-enriched transcripts were associated to various molecular functions relating to RNA metabolism, including structural constituents of the ribosome, pre-mRNA splicing, and RNA binding proteins (Fig. 2G, Figure S2A-B). 

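Speedy/RINGO and mitochondrial genes were concentrated among the cell-enriched mRNAs, while genes of cyclin-dependent kinases and cyclins moved in both directions. Of 19 Speedy/RINGO genes annotated as coding 18 were enriched in WC, against 0.963 expected (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 2.5e-21), and of 12 mitochondrial mRNAs 11, against 0.608 expected (adjusted p = 1.2e-12, the same test), both on lists that the study chose, which are not independent evidence. Among 30 tested cyclin-dependent kinase and cyclin genes 5 rose (CCNI, CDK2, CCNC, CCNY, CCNA2) and 4 fell (CDK12, CCNL2, CCNT2, CDK13), and with total-count scaling 2 rose and 19 fell. CDK12, which phosphorylates RNA polymerase II, fell from 33.5 ± 1.23 CPM in WC to 8.73 ± 3.06 CPM in EV libraries (SD, n = 3 each, log2 fold change -2.03, SE 0.35, adjusted p = 3.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was the only member enriched in WC, a call that ended without EV replicate 1. CDK2, which drives entry into S phase, rose from 3.34 ± 0.809 to 17.2 ± 5.49 CPM (SD, n = 3 each, log2 fold change 2.242, SE 0.41, adjusted p = 8.7e-05, the same test), enriched in EVs except without EV replicate 2. Camera gave this list an adjusted p of 0.45, and its 1 WC-enriched gene gave an adjusted p of 1 in Fisher's exact test.

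Zinc finger genes gave 14 of 137 enriched in WC, against 6.94 expected (adjusted p = 0.051, Fisher's exact test with Benjamini-Hochberg adjustment). ZNF611 had 246 reads over the WC and 3 over the EV libraries, a ratio of 12.8 (95% exact counting interval 4.32 to 62.4).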

Contrastingly, cell-enriched mRNAs associated to varied gene ontology terms relating to molecular function, including kinase binding, enzyme binding, and protein binding (Fig. 2H, Figure S2A-B).

### EVs contain full-length RNAs and display preferential isoform recruitment

We next sought to interrogate our nanopore sequencing data to evaluate the presence of full-length RNA molecules across different biotypes relative to transcript isoforms that could represent shorter transcription or degradation products. To clarify these questions, we used BamSlam, a tool developed to analyse sequence length statistics of nanopore long-read sequencing data [48]. Mapping to the GENCODE v41 human transcriptome, sequenced transcripts displayed a median primary alignment > 91% for both cell and EV libraries (Fig. 3A). Following the recommendations made by BamSlam’s authors, we considered transcripts as “full-length” if they covered > 95% of their annotated transcript. Applying these criteria revealed that 10.58% of all identified EV transcripts were full-length, whereas 18.67% of cellular RNAs were full-length (Fig. 3B). While cellular samples displayed a greater diversity, relative to EV samples, in the size distribution of their full-length transcripts (Fig. 3C-D), the mean coverage fraction in relation to the transcripts’ lengths displayed similar profiles across both WC and EV transcriptomes (Fig. 3C-D). Interestingly, although the median alignment length of EV transcripts was shorter than those of cells (459 nt to 618 nt, respectively), the median length of all unique EV transcripts identified was 2,050 nt, while their cellular counterparts were 1,683 nt (Fig. 3E). These findings were reflective of the GENCODE v41-mapped reads, which displayed similar median alignment lengths and size distribution profiles to those identified by BamSlam (Figure S3A-C). Curiously, unmapped reads (excluded from BamSlam analyses) were generally under 150 nt in length in both WC and EV specimens (Figure S3D-E).

**Fig. 3:**
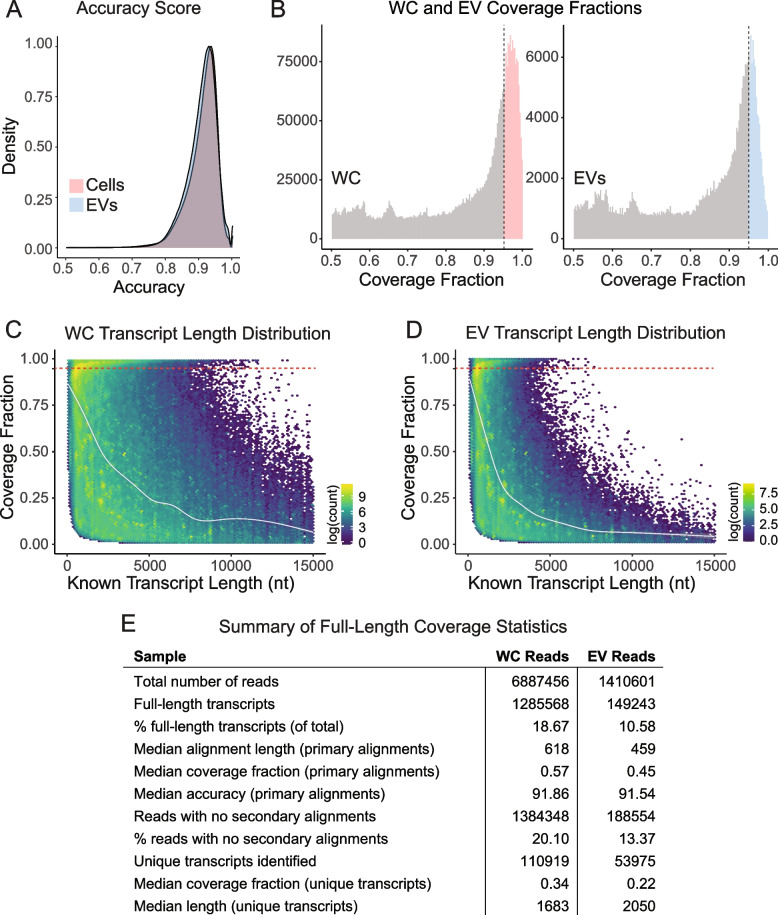
EVs contain full-length RNAs. **A** Median accuracy of primary alignment score determined using the BamSlam algorithm. **B** Histogram distribution of full-length reads in cells and EVs. Represented are the coverage fractions of known transcript length covered by each read (truncated at 0.5). The dotted lines represent the > 95% coverage denoting full-length. Full-length cellular transcripts shown in red, full-length EV transcripts shown in blue. **C**-**D** Density plots of cellular (**C**) and EV (**D**) transcripts displaying their coverage fractions against known transcripts. **E** Summary of statistical information as determined by BamSlam

Next, we assessed whether full-length read coverages displayed RNA biotype specific differences. As shown in Fig. 4A, comparison of transcript coverage fractions across different RNA biotypes revealed a general similarity in coverage scores between WC and EV specimens. Strikingly, for several biotypes, including mRNAs, lncRNAs and pseudogene-derived transcripts, we observed prominent enrichment for short isoforms, both within WC and EV sequencing datasets. By contrast, RNA families made up of shorter RNA molecules, such as snRNAs, snoRNAs and miscRNAs, had a larger proportion of transcripts displaying greater isoform coverages. Focusing our analyses on full-length RNAs, across all RNA biotypes, revealed that the diversity of full-length transcripts is markedly different between WC and EV specimens, with cells having a larger proportion of full-length pseudogenes (10.3%), while EVs had a higher proportion of full-length mRNA transcripts (58.1%) (Fig. 4B-C). These findings differ from the overall BamSlam-identified population of genes (Fig. 4D-E), which showed the presence of large proportions of reads corresponding to mRNAs in cells and to classes such as lncRNAs and “other” RNAs in EVs, but whose values were reduced in the full-length transcript populations, suggesting fragmented products.

**Fig. 4:**
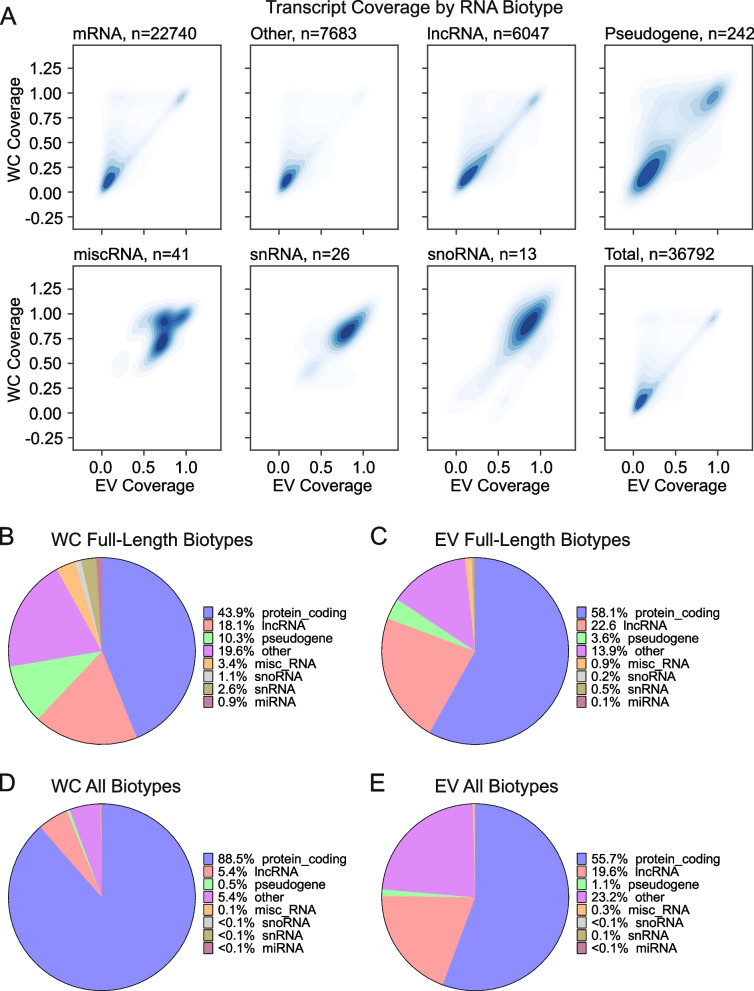
EVs contain full-length RNAs of different biotypes. **A** Density plots of RNA biotypes displaying the transcript coverage in EVs relative to cells. **B-C** Pie charts displaying the RNA biotype percentages of BamSlam-identified full-length RNAs identified in cells and EVs.** D-E** Pie charts displaying the RNA biotype percentages of all BamSlam-identified RNAs (full-length and non-full-length) identified in cells and EVs

Finally, we investigated whether EV specimens display differential recruitment of transcript isoforms relative to their cells of origin. 

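Isoforms were compared from the authors' own processing. The authors built isoform models from the long reads with FLAIR on GRCh38, counted reads per isoform and compared EV with WC libraries through DESeq2, and FLAIR also predicted for each model whether it is productive, holds a premature termination codon or lacks a start or stop codon. The authors' deposited table holds 13208 isoforms with a mean of normalized reads over all libraries, a log2 fold change with its SE and an adjusted p. Counts per library were not analysed for isoforms, so these values carry no SD, and their replicates cannot be left out or paired. Enriched isoforms are those with a log2 fold change of at least 1 or at most -1 and an adjusted p of at most 0.05, the thresholds that the paper gives for isoforms. Spliced lengths and positions were computed here from the deposited models, and the share of an isoform in its gene from the mean and the fold change in the authors' deposited table. Worked back in the same way on 7173 genes whose group means are known, this gave the WC mean within 10% for 100% and the EV mean within 10% for 98.95% of the genes.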

Using the Full-Length Alternative Isoform Analysis of RNA (FLAIR) tool [49], we conducted differential splicing and isoform analyses of the WC and EV transcriptomes. Remarkably, the identified RNAs included transcript isoforms that were under- or over-represented in EV or WC specimens, demonstrating the occurrence of transcript isoform-specific recruitments in the EV population (Figure S4A-B). 

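Some isoforms of ribosomal protein and globin genes and of the small Y RNAs RNY4 and RNY1 were enriched in vesicles. Among its 13208 isoforms the authors' deposited table has 900 EV-enriched isoforms of 621 genes or loci, of which 444 are annotated genes. It has 2918 WC-enriched isoforms of 2611 genes or loci, of which 1170 are annotated genes. The paper reads such differences as recruitment that can extend to single isoforms. Of 555 isoforms of cytosolic ribosomal protein genes in the authors' deposited table 245 were enriched in EVs and 1 in WC, and of 15 haemoglobin isoforms 8 were enriched in EVs. RNY4 and RNY1, picked for the size of their changes, had log2 fold changes of 6.31 and 6.13 in the authors' deposited table. On the other side, isoforms of EIF4B, a translation initiation factor gene, and COPA, a vesicle coat gene, had -7.02 and -6.12 in the authors' deposited table. For 15 annotated genes the authors' deposited table holds enriched isoforms in both directions. Among them were DDX21, a nucleolar helicase gene, at 1.80 and -1.83, and KPNB1 at 1.31 and -4.33. At the thresholds used for genes the authors' deposited table gives 127 EV-enriched and 743 WC-enriched isoforms.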

Our results show that, depending on the gene, WC and EV transcript populations can exhibit different levels of similarity. 

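RPL10 encodes a protein of the large ribosomal subunit and has many processed copies in the genome. In the gene counts it stood at 532 ± 99.3 CPM in WC and 2071 ± 105 CPM in EV libraries (SD, n = 3 each, log2 fold change 1.96, SE 0.14, adjusted p = 4.5e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a level that may include reads of those copies. Its main isoform ENST00000369817.7 (759 nt) held 50.3% of the reads of the gene in WC and 54.8% in EVs by the authors' deposited table, with a log2 fold change of 1.20 (SE 0.20, adjusted p = 7.2e-08, DESeq2). An unannotated isoform of 3067 nt and 2 exons held 8.52% in WC and 2.237% in EVs by the authors' deposited table, with a log2 fold change of -0.86 (adjusted p = 0.072, DESeq2).

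Over its 12 isoforms in the authors' deposited table, 14.06% of the reads of RPL10 changed isoform between WC and EVs. That is the percentile 91.6 of 651 genes, whose median was 4.06% (interquartile range 1.93% to 7.81%) in the authors' deposited table. A minimum of 50 normalized reads was set for this ranking, so the percentile holds only among these genes.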

In some cases, the isoform distributions were very similarly between WC and EV specimens, as exemplified by the case of *RPL10* mRNA isoforms (Fig. 5A). By contrast, analysis of mRNA isoforms derived from the *ELOVL5* and *HSPA9* genes revealed a striking shift in isoform representation in EV versus cellular specimens (Fig. 5B-C). 

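ELOVL5, an elongase of polyunsaturated fatty acids, and HSPA9, a mitochondrial chaperone of the HSP70 family, changed their main isoform by share of reads. Whether truncated EV reads contribute to these changes was not tested. Shares are of the reads of the isoforms in the authors' deposited table, which holds 5 of the 7 ELOVL5 isoforms of Fig. 5B. For ELOVL5 the short ENST00000370913.5 (604 nt, 3 exons) held 13.6% of the reads in WC and 61.2% in EVs by the authors' deposited table, with a log2 fold change of 1.34 (SE 0.36, adjusted p = 0.0030, DESeq2). Its long form ENST00000304434.11 (2765 nt, 8 exons) held 59.5% and 22.4% by the authors' deposited table, with a log2 fold change of -2.25 (SE 0.45, adjusted p = 2.5e-05, DESeq2). On chromosome 6 of GRCh38 the short form spans 53294088 to 53348950 and the long form 53267404 to 53348950, so the short form ends before the last exons. For HSPA9 the isoform 4671fbc1-2c63-4c88-af4b-90b6b1aa4277 (2544 nt, 11 exons, predicted to hold a premature termination codon) held 5.37% in WC and 66.6% in EVs by the authors' deposited table, with a log2 fold change of 2.39 (SE 0.37, adjusted p = 9.1e-09, DESeq2). The annotated ENST00000297185.9 (2830 nt, 17 exons) held 66.5% and 17.7% by the authors' deposited table, with a log2 fold change of -3.15 (SE 0.43, adjusted p = 2.6e-11, DESeq2).

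In all, 47.66% of the reads of ELOVL5 and 62.58% of those of HSPA9 changed isoform by the authors' deposited table. Gene counts, in contrast, gave ELOVL5 a log2 fold change of -0.35 (SE 0.18, adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and HSPA9 one of -0.65 (SE 0.19, adjusted p = 0.0070, the same test).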

We further compared the read intensities of these representative RNAs to Illumina short-read sequencing data from K562 EVs (unpublished data) (Fig. 5A-C). These results show that while read coverage is similar in both instances, long-read nanopore sequencing data exhibits more homogeneity across read regions. Interestingly, further analysis of EV-enriched isoforms revealed that they were not truncated in both EV and WC samples (Figure S4C). Conversely, WC-enriched isoforms exhibited adequate coverage in WC samples but lacked coverage in EV samples, indicating that they may either be absent in the EV samples or truncated (Figure S4C). In addition, we analysed the length distributions of EV or WC-enriched transcripts. 

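Isoforms enriched in vesicles were short, down to the Y RNAs, and isoforms enriched in cells long. The paper reports shorter median alignments in EVs and states that WC-enriched isoforms may be absent or truncated there. Whether truncated EV reads contribute to the length difference was not tested. By the authors' deposited table the 900 EV-enriched isoforms had a median spliced length of 611 nt (interquartile range 461.5 to 1059) and the 2918 WC-enriched isoforms one of 2441.5 nt (1617 to 3759.75), with p = 1e-05 in a permutation test, the smallest that 100000 draws can give. Annotated isoforms alone gave medians of 578 and 2358 nt by the authors' deposited table. RNY4 measured 122 nt, while the WC-enriched isoforms of EIF4B and COPA measured 3843 and 4647 nt. KPNB1 went the other way, with an EV-enriched isoform of 5102 nt and a WC-enriched one of 4188 nt. So did TCP1, with 2153 and 1987 nt, while DDX21 did not, with 2259 and 3278 nt. Lengths were not tallied over the 15 genes with enriched isoforms in both directions.

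Their genes had median genomic lengths of 5334 nt for 621 EV and 5304 nt for 2611 WC genes or loci (permutation test, p = 0.92). A span of an annotated gene was known for 428 of the 621 and 1147 of the 2611, and isoform ends stood in for the others. These medians therefore mix gene lengths with isoform extents and cannot decide whether the genes differ in length. The difference of mean log2 lengths was -0.486 (permutation test, p = 2e-05). With annotated genes only, an alternative added after the values were seen, the medians were 10284.5 nt for EV and 33101 nt for WC genes (permutation test, p = 1e-05). Isoforms of a gene are not independent, and all these p-values treat each isoform or gene as a unit.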

Our findings indicate that although the lengths of genes containing differentially expressed isoforms are not smaller in EVs compared to cells (Figure S4D), the lengths of the isoforms themselves are reduced in EVs (Figure S4E). Altogether, these results demonstrate that EVs can carry a diversity of full-length RNAs, displaying enrichments for a subset of these, and can further incorporate preferred isoforms relative to their cells of origin.

**Fig. 5:**
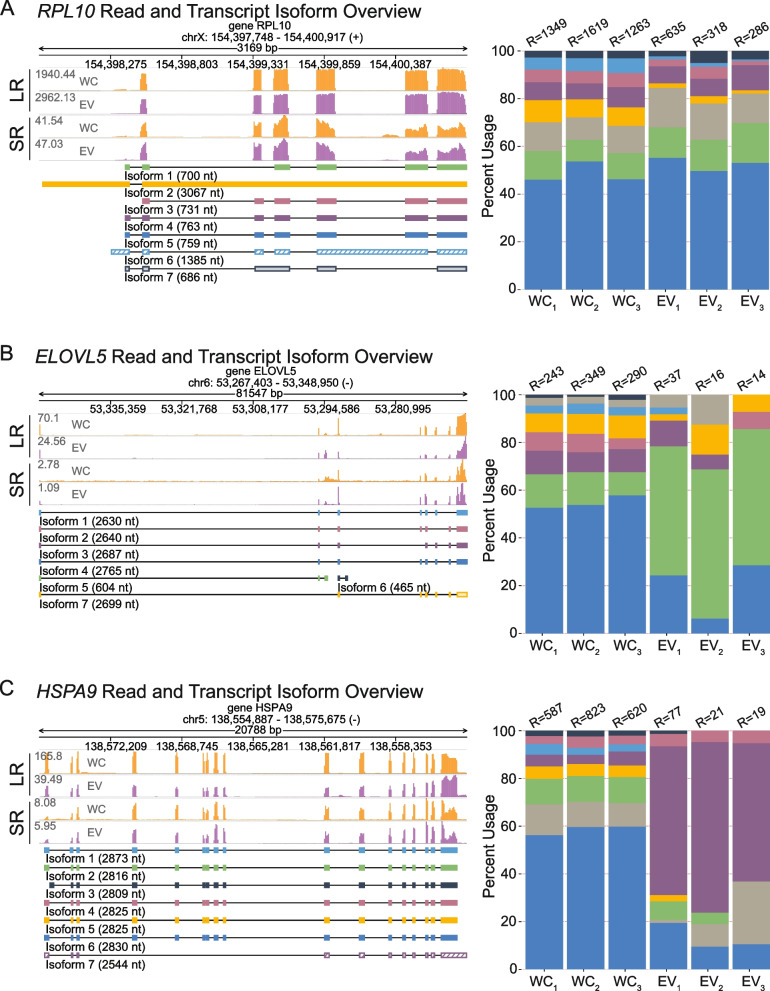
EVs carry differentially expressed transcript isoforms. **A** Isoform usage analysis of *RPL10* displaying recruitment of similar isoform types in EVs relative to cells of origin. The genome browser views represent the sequencing reads along with their associated transcript isoforms. LR represents long-read nanopore sequencing data, while SR represents Illumina short-read sequencing (unpublished data). Histograms represent the percentage of transcript isoform representation per transcriptome, with color coding matching the accompanying isoform. R = total number of detected reads. Isoform identity (as defined by FLAIR): Isoform 1: *6eee3e78-fe04-4ee6-90d4-ecc361ca6e05*, Isoform 2: *415620e2-1272-483b-86eb-7d7532fe4780*, Isoform 3: *ENST00000344746.8*, Isoform 4: *ENST00000436473.5*, Isoform 5: *ENST00000369817.7*, Isoform 6: *07d5ac1f-db7c-47ab-a5e8-04a78777867e*, Isoform 7: *40708139-1f87-49ca-a99a-5f5e1e0422c9*. **B** Isoform usage analysis of *ELOVL5* displaying preference for the recruitment of isoform variants in EVs relative to cells of origin, with variant *ENST00000370913.5* showing enrichment in EVs. The genome browser views represent the sequencing reads along with their associated transcript isoforms. LR represents long-read nanopore sequencing data, while SR represents Illumina short-read sequencing (unpublished data). R = total number of detected reads. Isoform identity (as defined by FLAIR): Isoform 1: *9d9223d4-0463-4bdf-ae2c-603abfbc8fae*, Isoform 2: *ENST00000542638.5*, Isoform 3: *a987f2f6-fdb0-4501-87c3-9b457392a133*, Isoform 4: *ENST00000304434.11*, Isoform 5: *ENST00000370913.5*, Isoform 6: *03f316c6-1d4c-48e5-ab63-57acbaaf3126*, Isoform 7: *4a5f7dbd-8838–4359-af96-63e1ff580847*. **C** Isoform usage analysis of *HSPA9* displaying preference for the recruitment of isoform variants in EVs relative to cells of origin, with variant *4671fbc1-2c63-4c88-af4b-90b6b1aa4277* showing enrichment in EVs. The genome browser views represent the sequencing reads along with their associated transcript isoforms. LR represents long-read nanopore sequencing data, while SR represents Illumina short-read sequencing (unpublished data). R = total number of detected reads. Isoform identity (as defined by FLAIR): Isoform 1: *ENST00000677988.1*, Isoform 2: *ENST00000678794.1*, Isoform 3: *ENST00000678384.1*, Isoform 4: *ENST00000678300.1*, Isoform 5: *ENST00000677553.1*, Isoform 6: *ENST00000297185.9*, Isoform 7: *4671fbc1-2c63-4c88-af4b-90b6b1aa4277*. For all figures, isoform shading corresponds to: solid color (productive), hatched color (premature termination codon), or faded color (no start codon or has start codon but no stop codon)

## Discussion

Extracellular vesicles have gained prominence as novel mediators of the exchange of information between cells [50, 51]. This ability is bestowed by their loading with bioactive molecules, including RNAs, which can influence the behaviour of recipient cells [52–55]. The profiling of EV transcriptomes has contributed significantly to the identification of disease-associated biomarkers [56–60] and, furthermore, has linked numerous EV RNAs to the progression of disease [40, 61–64]. Here we report on the full-length transcriptomes of human K562 cells and EVs, as determined by long-read nanopore sequencing. Using size exclusion chromatography (SEC) with commercially validated columns, we isolated a broad population of EVs, which were confirmed with transmission electron micrographs. This allowed us to demonstrate that nanopore sequencing can be used to identify the diverse RNA biotypes and isoforms present within EVs, with sufficient sensitivity to determine their differential expression (Figs. 1 E–F and 2A-F). Interestingly, these transcripts can include a diversity of sequence lengths, with many appearing as full-length RNAs (Fig. 3C-E) that exist in WC- or EV-specific biotype proportions (Fig. 4B-C). Strikingly, we show that EV-trafficked RNAs can also exhibit isoform-specific recruitments, with certain isoform variants being more abundant in the EV transcriptome (Fig. 5A-B).

While the transcripts that can be identified in EVs generally represent the RNAs found in parental cells, there is a marked specificity in the recruitment of particular RNA species to the EV population [9, 10, 65]. Indeed, long-read nanopore sequencing of WC and EV RNA demonstrated specimen-specific differential expressions for diverse RNAs, with 443 EV-enriched and 280 cell-enriched transcripts detected (Fig. 2B). Interestingly, while these transcripts demonstrate GO-enrichments to extracellular vesicles and the extracellular space (Fig. 1F, Figure S2A), they were also highly associated to various ribonucleoprotein complexes and included structural components of the ribosome and the U1 spliceosome (Fig. 2G, Figure S2A-B). Various coding, non-coding, and pseudogene RNAs were highly enriched in EVs (Fig. 2B-F). This is consistent with previous reports, including our own, that EVs are enrichment for various RNA biotypes such as Y-RNAs, mRNAs, spliceosomal RNAs, and pseudogenes transcripts [8, 10, 35, 42, 66–68]. The presence of these specific non-coding RNAs (ncRNAs) in EVs, despite their atypical enrichment through poly-A selection, was consistently observed across multiple replicates. Furthermore, their corresponding reads exhibited stretches of poly-A (Figure S2C). Nevertheless, the possibility of unspecific binding of the poly-dT primer during cDNA synthesis cannot be ruled out. It is worth mentioning, however, that the polyadenylation of ncRNAs is not uncommon, as it has been previously observed in eukaryotes, including human cells [69–73]. In contrast, the cellular transcriptome displayed an enrichment for various members of the Speedy/RINGO family of non-canonical Cyclin-dependent kinases (CDKs) (Fig. 2E). Proteins of this family have been associated with the activation of CDKs during cell cycle regulation and cell proliferation, moreover they may be overexpressed in various cancers [47, 74–76]. Although Speedy/RINGO mRNAs are detected in our K562 EV transcriptomes, their enrichment lies with the cellular specimens.

Various reports have pointed to populations of fragmented coding and non-coding transcripts present in EVs [8, 33–38], and the extent to which full-length transcripts may be incorporated into EVs remains unclear. Recently, Li et al. provided some insight into this pervasive question [56]. They developed the extracellular vesicle long RNA sequencing (exLR-seq) technique, whereby EV RNAs were used to generate sequencing libraries using the SMARTer® Stranded Total RNA-Seq Kit (Clontech) followed by the sequencing of 150 bp pair-end reads on the Illumina platform [56]. By utilizing bioinformatic tools, they demonstrated that numerous EV mRNAs exhibited similar coverage across both the UTRs and CDS regions, indicating full-length coverage [56]. These findings align with our previous observations [10]. The approach described herein provides more pointed evidence, as it employs the use of long-read sequencing technology to investigate EV RNAs without having to subject them to fragmentation steps. To investigate the proportion of full-length transcripts present in our sequencing data, we utilized the bioinformatic tool BamSlam [48], which enabled us to calculate sequence length statistics by mapping the sequencing reads to the human transcriptome (GRCh38.p13, transcript sequences [GENCODE v41]). This analysis revealed that 10.6% of all reads in EVs spanned across the reported full-length transcript to which they mapped (Fig. 3B,E). Strikingly, this proportion is only slightly lower than the population of full-length transcripts identified in their parental cells (Fig. 3D-E). Indeed, a surprising observation was that both WC and EV transcriptomes were comprised primarily of transcripts that were not classified as full-length (Fig. 3B-E). Nevertheless, WC transcripts were more diverse in their sequence lengths (Fig. 3C-D), with a ~ 150 nt difference between the median lengths of WC and EV transcripts (Fig. 3E). We further analysed our data to focus on the identification of transcript isoforms, and whether recruitment of isoforms is differential in the EV transcriptome. To this end, various possible approaches have been recently reported in the literature [49, 77, 78]. Using the Full-Length Alternative Isoform Analysis of RNA (FLAIR) tool [49], we show that while some EV RNAs may reflect the isoform diversity present in their parental cells (Fig. 5A), they may also carry preferred isoform variants (Figs. 5B-C, Figure S4A-B). This is quite revealing, as it suggests that the specificities in RNA recruitment during EV-biogenesis can extend to the transcript isoform level, while it remains to be determined if this selective packaging plays a significant role in the biological functions of EVs.

## Conclusions

Here, we show that long-read nanopore RNA sequencing is a robust means for investigating the transcriptomes trafficked by extracellular vesicles, demonstrating that these data that can be used to explore the sequence features of extracellular RNA. Indeed, we provide compelling evidence demonstrating the existence of full-length polyadenylated RNAs within EVs derived from human cells. Furthermore, these RNAs can exhibit differential expression relative to their parental cells, with some displaying isoform-specific enrichments.

Currently, there is limited data on full-length poly-A transcripts in a broader range of extracellular vesicles (EVs) from different cell lines. Future studies using nanopore sequencing across multiple cell lines would be valuable for exploring and understanding the full-length poly-A transcripts carried by EVs. Importantly, we believe that the introduction of single-molecule long-read sequencing techniques, such as that described in this manuscript, will be instrumental in understanding the *cis*-regulatory elements driving RNA recruitment to sites of EV-biogenesis [6, 79–81], and furthermore, could be leveraged in the future to investigate the post-transcriptional modifications of EV transcriptomes [82–84]. Additionally, it would be interesting to combine these approaches with cellular fractionation techniques, such as CeFra-Seq [85, 86], to provide the additional spatial resolution needed to understand intracellular RNA trafficking pathways. In conclusion, our findings suggest that selective mechanisms modulate RNA isoform incorporation during EV biogenesis, adding additional complexity to our current understanding.

## Methods

### Cell culture conditions for EV collection

Human K562 Chronic Myelogenous Leukemia cells were routinely cultured in Roswell Park Memorial Institute (RPMI) 1640 medium with L-glutamate (Corning, 10–040-CV) supplemented with 10% foetal bovine serum (FBS), 100 U mL^−1^ penicillin and 100 µg mL^−1^ streptomycin (Wisent, 450–202-EL). The cells were grown under incubation conditions of 37 °C and humidified 5% CO_2_ atmosphere. K562 cells were obtained as part of our collaboration with the Encyclopedia of DNA Elements (ENCODE) consortium (ENCBS036OIX).

For EV isolations, the same conditions were used, but the media contained 10% EV-depleted foetal bovine serum (dFBS), rather than 10% FBS. dFBS was prepared via tangential flow filtration (TFF) using the Labscale TFF System (Millipore-Sigma) equipped with a Pellicon XL50 ultrafiltration module with a 300 kDa Ultracell membrane (Millipore-Sigma, PXC300C50). K562 cells were plated starting at 1.75 × 10^7^ cells per T-175 flask in 35 mL of media (0.5x10^6^ cells/mL) in a total of 5 flasks per replicate (*n* = 3). The cells were incubated for 36 h at 37 °C in humidified 5% CO_2_ atmosphere. After 36 h, the cell-conditioned media was collected, along with representative cellular samples. The cells were assessed for ≥ 95% cell viability by Trypan blue exclusion assay. The cell-conditioned media was used for purification of EVs.

### EV purification approach

The purification of K562 EVs was conducted with size exclusion chromatography. The collected cell-conditioned media was pre-processed to clear it of cells and large debris by centrifugation at 500 × *g* for 10 min, and 2000 × *g* for 20 min, respectively. The cleared supernatant was collected and then concentrated by centrifugation at 2000 × *g* with a 100 kDa NMWL Amicon Ultra-15 centrifugal filter unit (Millipore-Sigma, UFC910024) to a volume of 0.5 mL. The samples were collected and then concentrated further to 100 µL using 100 kDa NMWL Amicon Ultra-0.5 centrifugal filter unit (Millipore-Sigma, UFC510096). The final concentrated samples were recovered and used for the purification of EVs through size exclusion chromatography (SEC) with qEVsingle 70 nm columns (Izon Science, SP2-USD) following the manufacturer’s recommendations. Briefly, 100 µL of concentrated media was loaded on the column and allowed to elute. Next, 900 µL of 0.1 µm-filtered phosphate-buffered saline (PBS) 1 × was loaded and allowed to elute, for a combined 1 mL void volume. Finally, 600 µL of 0.1 µm-filtered phosphate-buffered saline 1 × was loaded to the SEC column, and the eluted 600 µL was kept as the EV-enriched fraction. Purifications of EVs was conducted in biological triplicates.

### Characterisations of purified EV samples

The eluted SEC samples (*n* = 3) were subjected to validation experiments to assess the presence and features of purified EVs. First, nanoparticle tracking analysis (NTA) was performed to verify the presence of nanoparticles of the size range in the EV preparations. NTA was conducted using a NanoSight NS500 system (Malvern Panalytical) equipped with the 532 nm laser, and by way of three 30 s recordings at 37 °C. Data processing and analysis was performed automatically by the NanoSight NTA software v3.0 (Malvern Panalytical). The data were exported and further analysed on Microsoft Excel (Microsoft Corporation) and visualized on GraphPad Prism (GraphPad Software Inc). Next, the samples were subject to transmission electron microscopy (TEM) to corroborate the presence of EVs. Samples from the SEC-recovered eluates were combined 1:1 with a 5% glutaraldehyde solution (2.5% final concentration) for fixation. 5 µL of the fixed samples were then loaded to previously discharged formvar-coated copper grids and allowed to adhere for 3 min. The sample-containing grids were washed 3 times with water, and then placed in droplets of 2% uranyl acetate and incubated for 1 min. The grids were then washed 3 more times with water, blotted to remove excess water, and air dried for 30 mins. The grids were then imaged on the FEI Tecnai T12 120kV (Field Electron and Ion Company) transmission electron microscope. Sample preparation and imaging was carried out at the Facility for Electron Microscopy Research (FEMR) at McGill University.

### RNA isolation

For each of the experimental replicates, representative K562 cells were collected and pelleted at 500 × *g* for 5 min. The cellular pellets were resuspended in TRIzol reagent (Thermo Fisher, 15596018) to isolate RNA as per the manufacturer’s recommendations. Briefly, the samples were homogenized in 500 µL of TRIzol reagent, after which 100 µL of chloroform was added (VWR, BDH1109-4LG). The samples were then centrifuged at 12,000 × *g* for 15 min. Following the centrifugation, the aqueous phase was used for RNA purification using the RNA Clean & Concentrator-5 system (Zymo Research, R1013) with in-column DNase I treatment. All steps were performed according to the manufacturers’ protocols. K562 EV samples were processed using TRIzol LS reagent (Thermo Fisher, 10296028), as it would prevent the need to pellet the samples and reduce loss of materials. For RNA purification, the SEC-eluted EV samples were homogenized in 1.8 mL of TRIzol LS reagent, after which 480 µL of chloroform was added (VWR, BDH1109-4LG). The samples were then centrifuged at 12,000 × *g* for 15 min. The aqueous phase was processed for RNA purification as described above, using the RNA Clean & Concentrator-5 system with in-column DNase I treatment. All RNA samples were eluted in nuclease-free water and assessed for quality and concentration with Nanodrop and Bioanalyzer.

### Preparation of RNA sequencing library

The purified cellular and EV RNA samples were utilized for preparation of sequencing libraries using the PCR-cDNA Barcoding Kit (Oxford Nanopore Technologies, SQK-PCB109), as per the manufacturer’s guidelines, with some modifications. Briefly, cellular and EV samples were used for the preparation of cDNA starting with 50 ng of total RNA, followed by PCR amplification of each of the six libraries using a unique barcode per sample. The samples were subjected to 14 cycles of denaturation, annealing, and extension, and the products were purified using RNAClean XP beads (Beckman-Coulter, A66514), which can be used for both RNA and DNA purification. The purification of PCR products was conducted using the methods outlined by Oxford Nanopore. The bead-bound libraries were then eluted with 12 µL of Elution Buffer (EB) and quantified using the Qubit RNA Broad Range (BR) kit (Thermo Fisher, Q10211), as per the manufacturer’s recommendations. The samples were further analysed with Bioanalyzer to assess the library quality.

### Loading and sequencing of PCR-cDNA libraries

The sequencing of PCR-cDNA libraries was carried out using a MinION device (Oxford Nanopore Technologies, MIN-101B) equipped with a compatible Flow Cell R9.4.1 (Oxford Nanopore Technologies, FLO-MIN106D). Each loading library consisted of one cellular library and one EV library in a 2:1 ratio, respectively, and to a final loading concentration of ~ 100 fmol. This ratio was chosen as cellular sequencing libraries were expected to be comparatively more complex to EV sequencing libraries. Briefly, 66.66 fmol of cell library was combined with 33.33 fmol of EV library, and the volume was adjusted to 11 µL of Elution Buffer (EB). Next, 1 µL of Rapid Adapter (RAP) was added to the combined libraries, followed by a room temperature incubation of 5 min. The flow cell was then primed and loaded following the manufacturer’s recommendations. Primary data acquisition was performed using the MinION Software (Oxford Nanopore Technologies, MinION Release 22.05.5) with default parameters, but no local basecalling. The sequencing of the loaded libraries was allowed to proceed for 72 h, after which the resulting FAST5 files were further processed bioinformatically.

### Transcriptomics and bioinformatics analyses

To analyse the resulting FAST5 files, the nfcore/nanoseq pipeline was used as described previously [87]. Briefly, basecalling was performed on FAST5 files for each replicate with Guppy base caller software (Oxford Nanopore Technologies, v6.2.1) using a quality threshold of 7. Passing reads were then demultiplexed into individual barcodes using the FASTQ barcoding pipeline (demux_fast5) of the Oxford Nanopore Technologies Bioinformatics Platform. Reads shorter than 20 nucleotides were filtered out using NanoFilt [88]. Resulting FASTQ files were mapped to the human reference genome GENCODE v41 using minimap2 v2.24 with the option -ax splice [89]. Counts per million reads mapped (CPM)-normalized BedGraph files were generated from Binary Alignment/Map (BAM) files using the bamCoverage tool from the deepTools suite [90]. BAM files were used as input to featureCounts from Rsubreads [91] for gene count and transcript quantifications in long-read mode using the GENCODE v41 annotation file. Next, differential expression analysis was performed with the DEseq2 R package [92] to identify significant EV-enriched or EV-depleted genes and transcripts. PCA was conducted using the gene counts obtained by featureCounts normalized by DESeq2.

The web-based integrated Differential Expression and Pathway analysis (iDEP) tool [93] was used to generate a k-Means heatmap of the normalized read count data. GraphPad Prism (GraphPad Software Inc.) was used to generate a volcano plot depicting the differentially expressed EV RNAs. Overrepresentation analyses (ORA) of gene ontology (GO) terms were executed on g:Profiler [94] (version e107_eg54_p17_bf42210) with the Benjamini–Hochberg false discovery rate multiple testing correction method and while applying significance threshold of 0.05. Gene lists included in these analyses were filtered for EV-enrichment [Log_2_ fold change ≥ 2, *P*adj ≤ 0.01] or EV-depletion (i.e. cell-enriched) [Log_2_ fold change ≤ -2, *P*adj ≤ 0.01]. Svist4get [95] was used to visualize genomic signal tracks of selected EV-enriched genes. Sequence length statistics were computed using the BamSlam script (https://github.com/josiegleeson/BamSlam) [48], requesting to re-run mapping steps with specific parameters for minimap2 with the options -ax map_ont –sam_hit_only. For representation purposes, BAM files were then sorted and indexed with SAMtools before merging by condition (cells and EV). Read coverage scores > 95% of the annotated transcript was considered as full-length. Differential splicing and isoform analyses were conducted by using the Full-Length Alternative Isoform Analysis of RNA (FLAIR) tool [49]. FLAIR modules *align*, *correct* and *collapse* were successively used for mapping FASTQ files to GENCODE v41, identifying splice junctions. Next, isoform quantifications were made with the *quantify* module, and the output count matrix was used to plot isoform structures and the percent usage of each isoform in each sample for a given gene. Finally, *predictProductivity* was utilized to predict isoform productivity with output definitions as PRO (productive), PTC (premature termination codon), NGO (no start codon), or NST (has start codon but no stop codon).

### Supplementary Information

**Additional file 1: Figure S1.** Library preparation and initial analyses. **Figure S2.** Gene ontology (GO) associations of EV and WC poly-A transcripts. **Figure S3.** Size distribution of EV-derived RNAs. **Figure S4.** Analyses of differentially expressied RNA isoforms.

## Data Availability

The data generated and/or analysed during the current study have been deposited in NCBI's Gene Expression Omnibus (Padilla et al., 2023) and are accessible through GEO Series accession number GSE225471 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225471).

## Abbreviations

× g: Relative centrifugal force
3’ end: Three prime end
BAM: Binary Alignment/Map
BP: Biological process
CC: Cellular components
CCM: Cell-conditioned media
cDNA: Complimentary deoxyribonucleic acid
CO_2_: Carbon dioxide
CPM: Counts per million reads mapped
DNA: Deoxyribonucleic acid
DNase I: Deoxyribonuclease I
EV(s): Extracellular vesicles
FBS: Foetal bovine serum
fmol: Femtomole
GO: Gene ontology
kDa: Kilodalton
k-Means: Unsupervised method for clustering genes
lncRNA: Long non-coding ribonucleic acid
MF: Molecular function
miRNA: Microribonucleic acid
miscRNA: Miscellaneous ribonucleic acid
mRNA: Messenger ribonucleic acid
NMWL: Nominal molecular weight limit
NTA: Nanoparticle tracking analysis
ORA: Overrepresentation analysis
*P*adj: Adjusted P value
PCA: Principal component analysis
PCR: Polymerase chain reaction
Poly-A: Polyadenylated
Pre-mRNA: Precursor messenger ribonucleic acid
RNA: Ribonucleic acid
SEC: Size exclusion chromatography
snoRNA: Small nucleolar ribonucleic acid
snRNA: Small nuclear ribonucleic acid
TEM: Transmission electron microscopy
TFF: Tangential flow filtration
TPM: Transcripts per million
WC: Whole cell

# Supplementary material for: Profiling the polyadenylated transcriptome of extracellular vesicles with long-read nanopore sequencing
**Source:** BMC Genomics. 2023 Sep 22;24:564. doi: 10.1186/s12864-023-09552-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Library preparation and initial analyses. Figure S2. Gene ontology (GO) associations of EV and WC poly-A transcripts. Figure S3. Size distribution of EV-derived RNAs. Figure S4. Analyses of differentially expressied RNA isoforms.

## **Profiling the Polyadenylated Transcriptome of Extracellular Vesicles With Long-Read Nanopore Sequencing**

Juan-Carlos A. Padilla<sup>1,2</sup>, Seda Barutcu<sup>1</sup>, Ludovic Malet<sup>1</sup>, Gabrielle Deschamps-Francoeur<sup>1</sup>, Virginie Calderon<sup>1</sup>, Eunjeong Kwon<sup>1</sup>, Eric Lécuyer<sup>1,2,3,\*</sup>

Eric Lécuyer

Institut de Recherches Cliniques de Montréal (IRCM)

110 Avenue des Pins, Ouest

Montréal, Québec, Canada

H2W 1R7

# Supplementary Figure S1

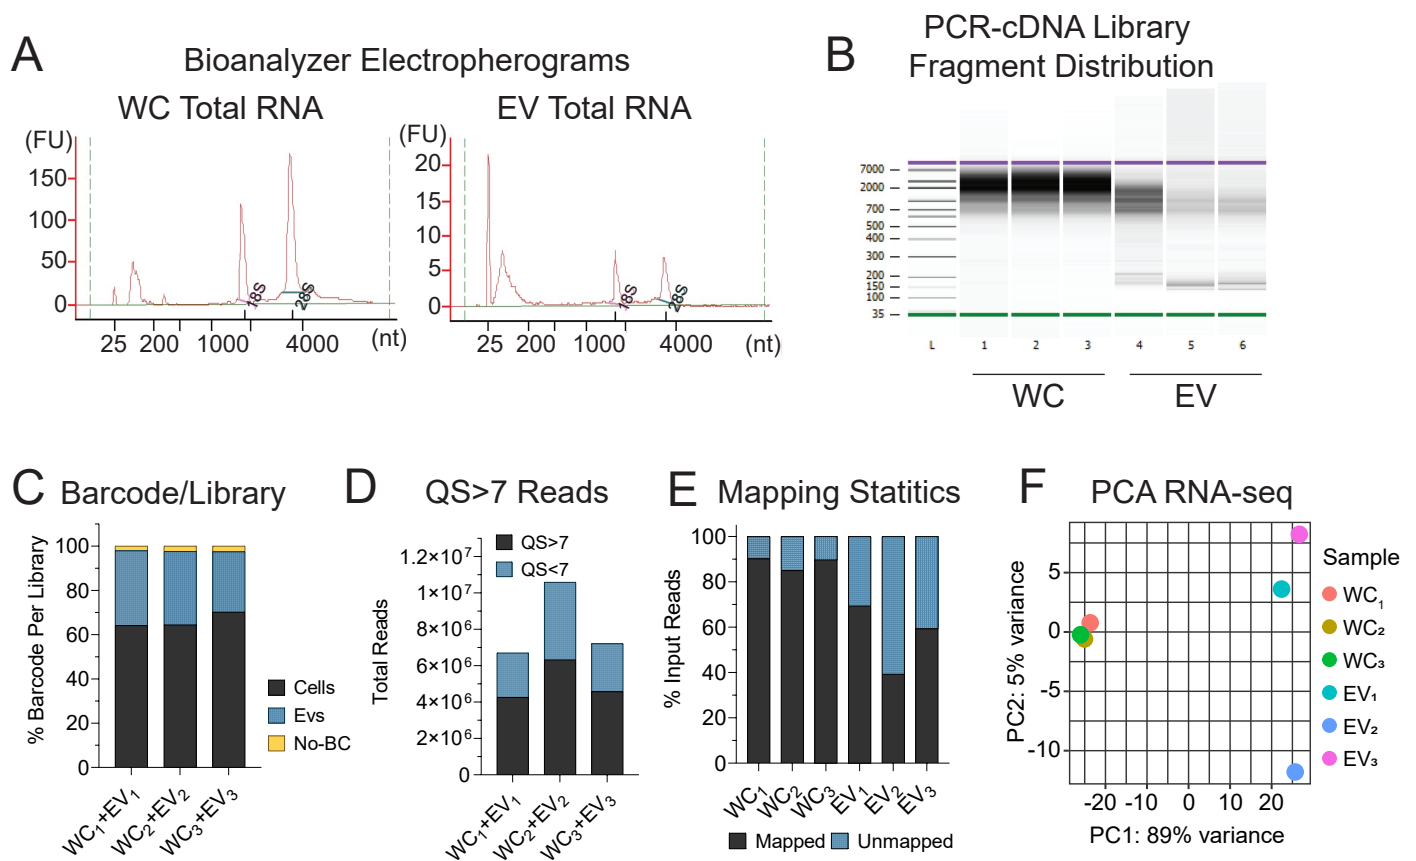

**FIGURE S1** Library preparation and initial analyses. **A.** Representative Bioanalyzer electropherograms of purified total cellular and EV RNA displaying size distribution. **B.** Bioanalyzer densitometry plot showing purified barcoded sequencing libraries for cells and EVs. **C.** Stacked bar graphs representing the percentage of cellular and EV barcodes detected per sequenced library, after initial quality control steps. **D.** Stacked bar graphs of the total number of raw reads, in mixed, libraries passing (QS>7) or failing (QS<7) quality control steps as determined by Guppy basecalling. **E.** Stacked bar graphs of the percentage of input mapped and unmapped reads (to human genome GRCh38) in EV and cellular samples. **F.** Principal Component Analysis (PCA) of RNA-sequencing data derived from cellular and EV RNA libraries.

# Supplementary Figure S2

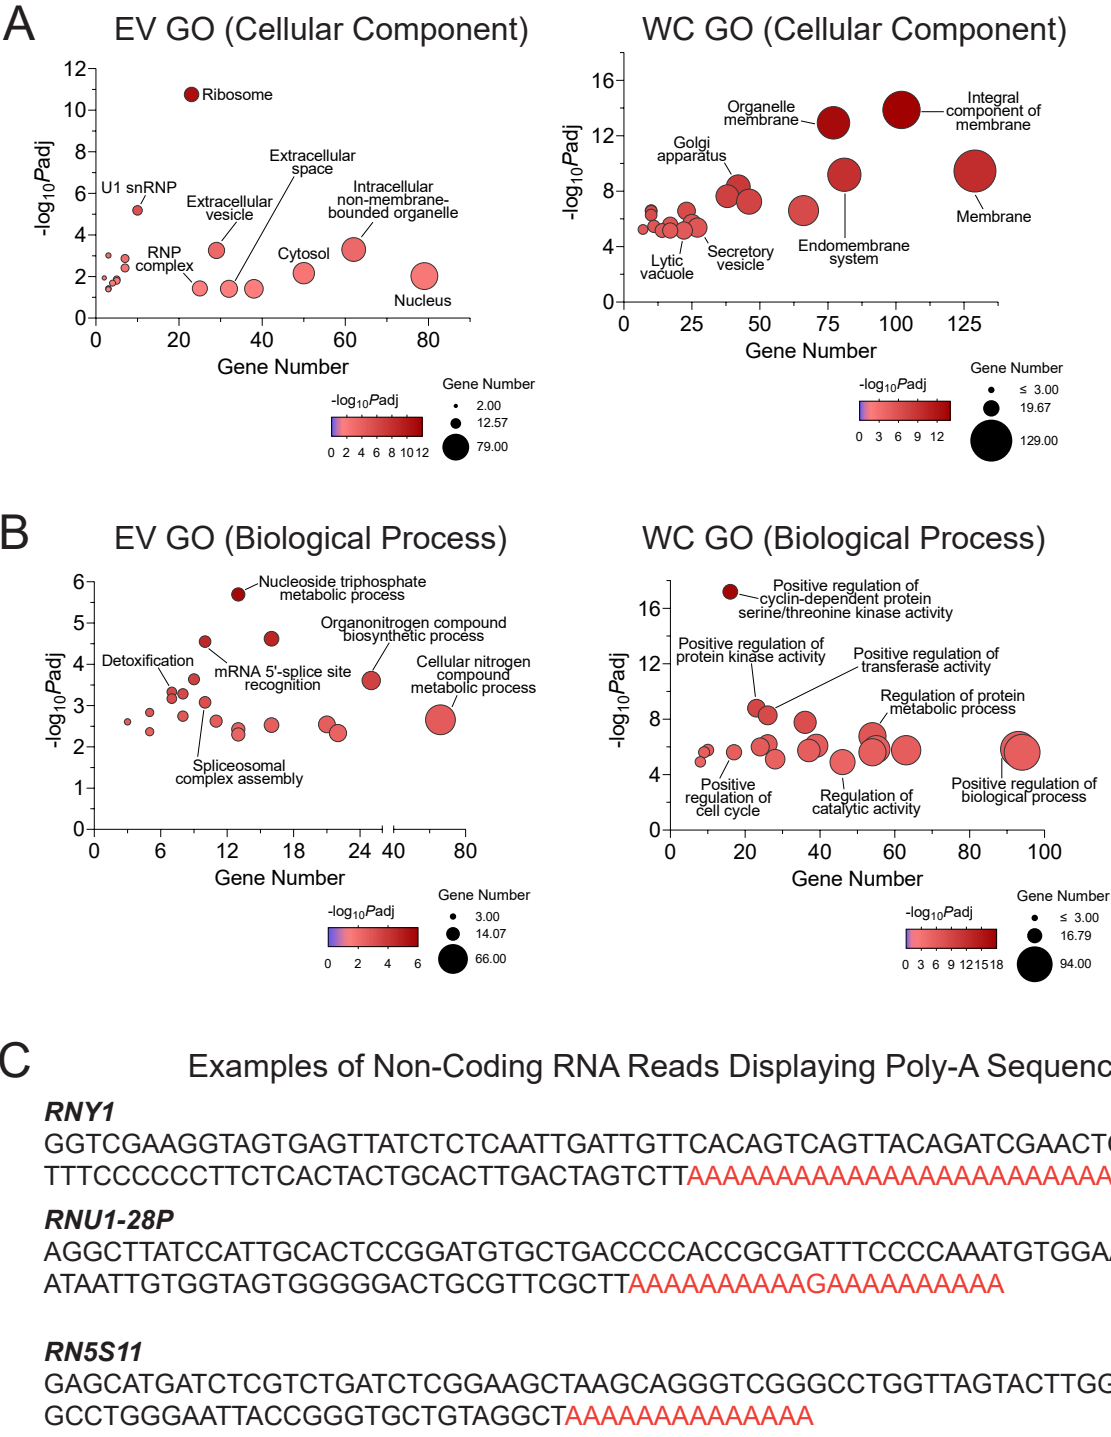

**FIGURE S2** EV-enriched RNAs display GO associations to ribonucleoprotein complexes. **A.** Bubble plots of GO cellular component of EV-enriched (Log2 fold change  $\geq 2$ , Padj $\leq 0.01$ ) and cell-enriched/EV-depleted (Log2 fold change  $\leq -2$ , Padj $\leq 0.01$ ) RNA. All enriched RNA considered. **B.** Bubble plots of GO biological process of EV-enriched (Log2 fold change  $\geq 2$ , Padj $\leq 0.01$ ) and cell-enriched/EV-depleted (Log2 fold change  $\leq -2$ , Padj $\leq 0.01$ ) RNA. All enriched RNA considered. **C.** Examples of Y-RNA, snRNA, and rRNA reads displaying poly-A sequences, as captured by long-read nanopore sequencing.

# Supplementary Figure S3

**A** Length Distribution Statistics Summary

| Sample      | Total number of values | Number of excluded values | Number of binned values | Minimum | 25% Percentile | Median | 75% Percentile | Maximum |
|-------------|------------------------|---------------------------|-------------------------|---------|----------------|--------|----------------|---------|
| Mapped WC   | 8012682                | 0                         | 8012682                 | 80      | 441            | 685    | 1258           | 23192   |
| Mapped EV   | 1463222                | 0                         | 1463222                 | 80      | 318            | 472    | 674            | 12633   |
| Unmapped WC | 1778223                | 0                         | 1778223                 | 20      | 65             | 90     | 112            | 5137    |
| Unmapped EV | 2557415                | 0                         | 2557415                 | 20      | 78             | 101    | 115            | 2014    |

**B** WC Mapped Read Length Distribution

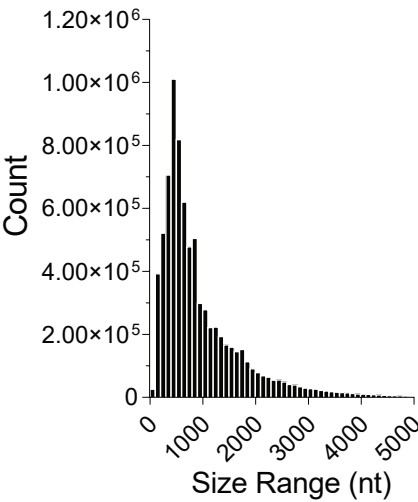

**C** EV Mapped Read Length Distribution

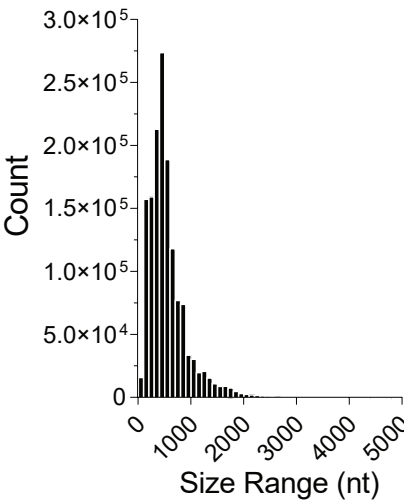

**D** WC Unmapped Read Length Distribution

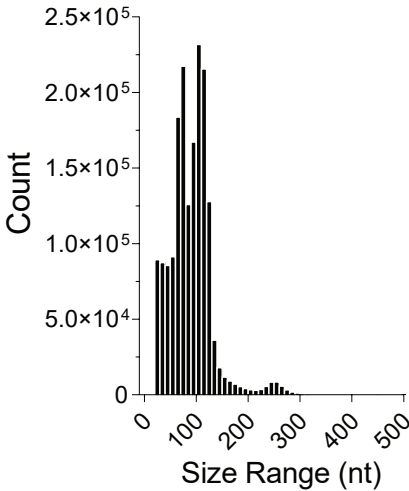

**E** EV Unmapped Read Length Distribution

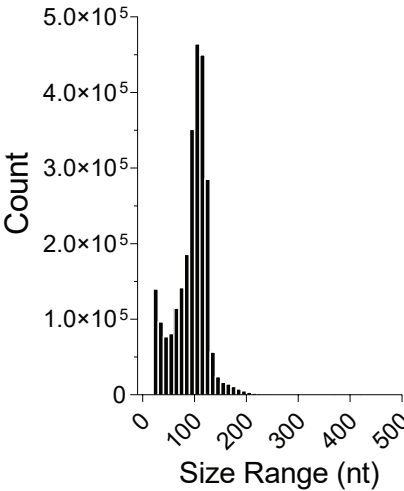

**FIGURE S3** Size distribution of EV-derived RNAs. **A.** Summary of length distribution statistics of binned values of mapped and unmapped reads. **B-C.** Histograms of cell and EV mapped reads displaying sequence lengths distribution frequencies. Cell and EV reads binned at intervals of 100. **D-E.** Histograms of cell and EV unmapped reads displaying sequence lengths distribution frequencies. Cell and EV reads binned at intervals of 10.

# Supplementary Figure S4

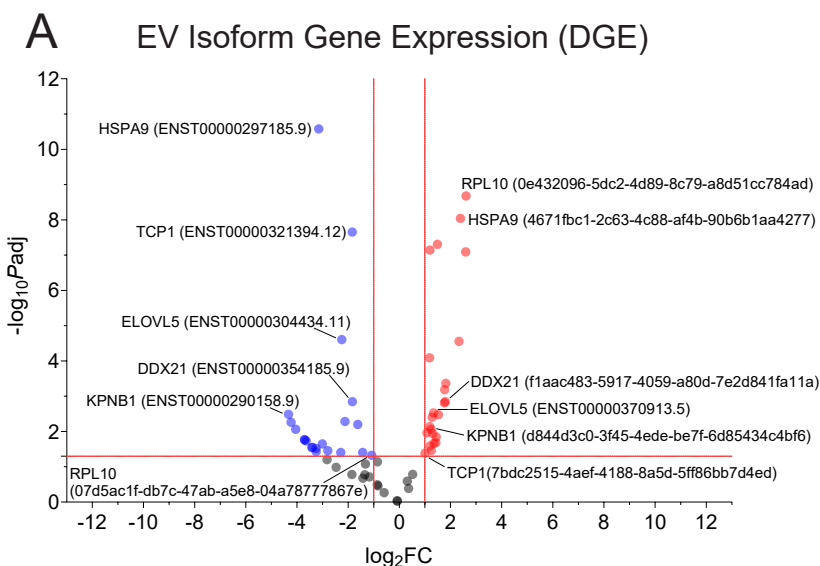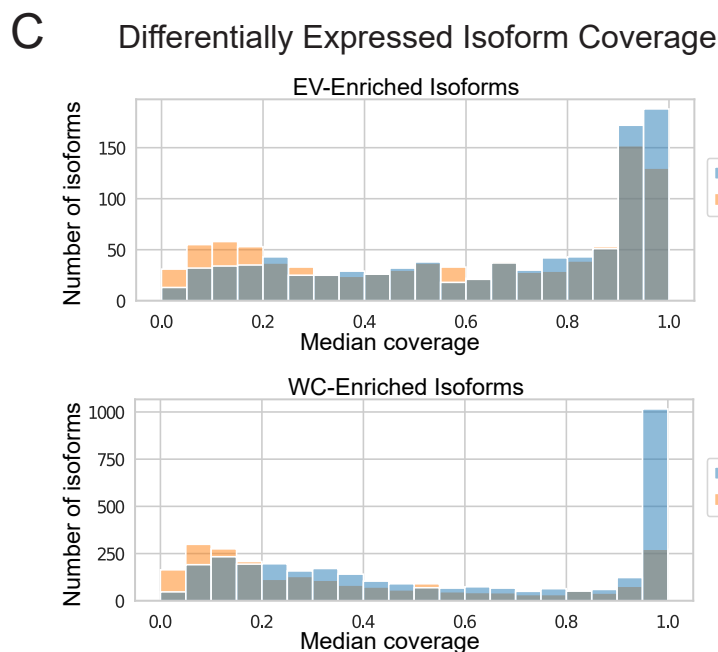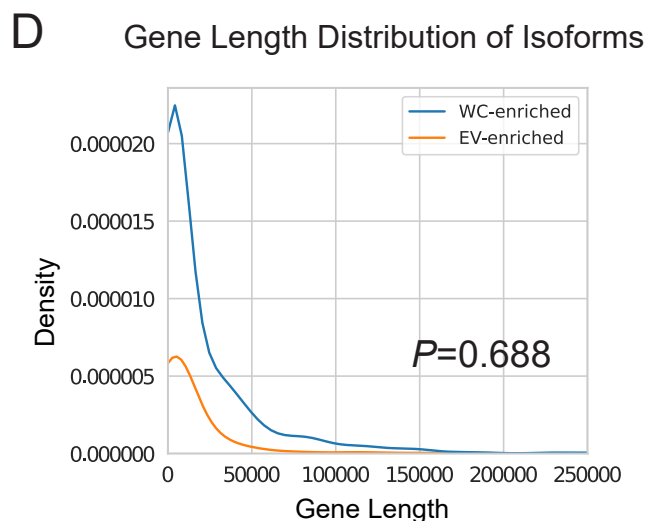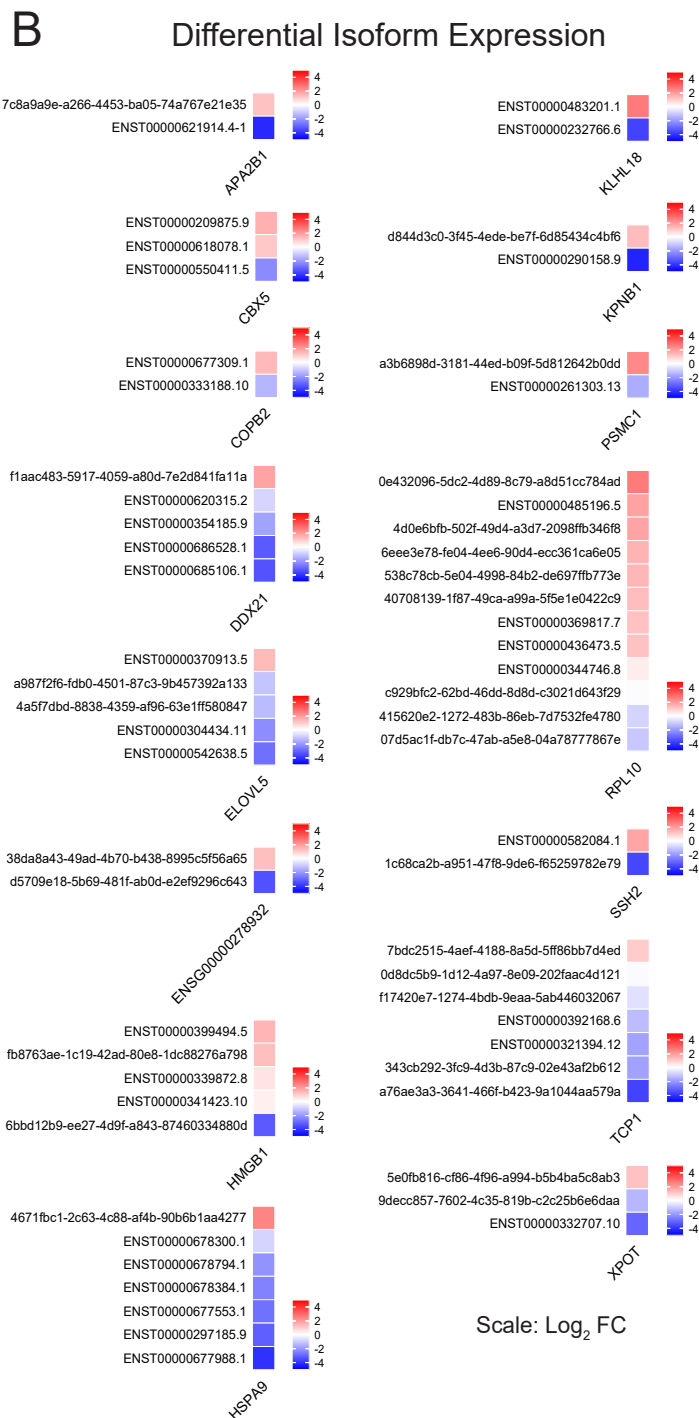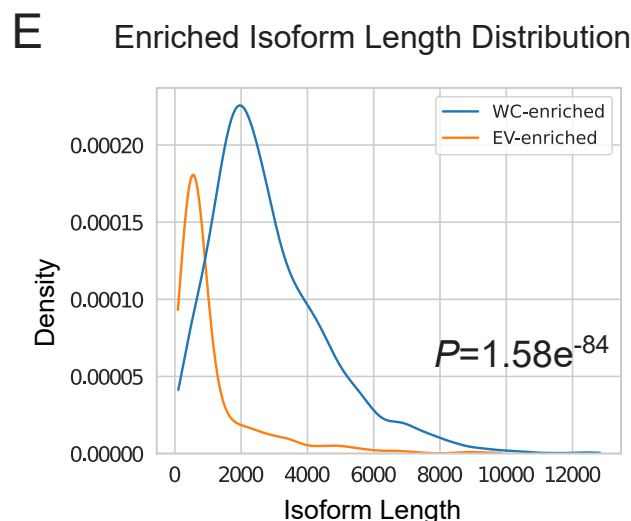

## Supplementary Figure S4

**FIGURE S4** **A.** Volcano plot illustrating the shift in transcript expression levels between cellular and EV transcript isoforms. Blue dots represent statistically significant downregulated EV-transcripts ( $\text{Log}_2$  fold change  $\leq -1$ ,  $P_{\text{adj}} \leq 0.05$ ), while red dots represent statistically significant upregulated EV-transcripts ( $\text{Log}_2$  fold change  $\geq 1$ ,  $P_{\text{adj}} \leq 0.05$ ). **B.** Heatmap visualizations of individual RNAs displaying differential isoform signatures. Blue shading represents statistically significant downregulated EV-transcripts ( $\text{Log}_2$  fold change  $\leq -1$ ,  $P_{\text{adj}} \leq 0.05$ ), while red shading represents statistically significant upregulated EV-transcripts ( $\text{Log}_2$  fold change  $\geq 1$ ,  $P_{\text{adj}} \leq 0.05$ ). **C.** Coverage estimate of up- and downregulated EV-isoforms identified by FLAIR, as defined by BamSlam. **D.** Distribution of gene lengths of differentially expressed isoform-producing genes. A t-test was used to calculate the p-values for the differences in gene length distribution. **E.** Distribution of the lengths of differentially expressed isoforms. A t-test was used to calculate the p-values for the differences in isoform length distribution.

How the deposited data were processed for this re-analysis (not part of the article)

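RNA of whole K562 cells (WC) and of their extracellular vesicles (EVs) was measured in 3 libraries each, by nanopore sequencing of PCR-amplified cDNA primed at poly(A) tails. The authors basecalled with Guppy 6.2.1, removed reads under 20 nt with NanoFilt, mapped reads to GRCh38 (hg38) with minimap2 2.24 in its spliced mode, and counted them per gene of GENCODE v41 with featureCounts of Rsubread in long-read mode. The deposited gene counts are the authors' raw counts per library, and all tests of genes here use them. The p-values and log2 fold changes in the deposited gene table are the authors' values from DESeq2, whose version the paper does not give. The deposited columns named TPM are the authors' counts scaled by 1 constant per group, with no gene length in them, so TPM were recomputed here from counts and exon lengths. The deposited signal values are the authors' gene counts divided by 1 DESeq2 size factor per library, with their group means. The deposited score is the authors' Wald statistic of DESeq2. CPM were computed here from the authors' counts. The isoform table and the isoform models are the authors' output of FLAIR (align, correct, collapse, quantify and predictProductivity), with fold changes and p-values that the authors took from DESeq2.

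The count table has 68247 lines for 68201 genes after 1 line per gene ID was kept, since 46 IDs of the pseudoautosomal regions stand on 2 lines. Annotation came from GENCODE v44, where 61757 of these genes were found with 99.95% of the counts, while the authors used v41. Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the expression filter of edgeR with the group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment over the 8716 genes kept. The common dispersion was 0.0184, and the TMM factors were 1.20 to 1.31 in WC and 0.76 to 0.84 in EV libraries. Levels in log2 CPM for components and clusters used a prior count of 2. Of 32 gene lists 29 had members to test, and the 26 with at least 2 were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and with fry, and Fisher's exact test with Benjamini-Hochberg adjustment compared lists with the enriched mRNAs. Components used the 500 most variable genes, and k-means used 2 centres, 25 starts and 4000 mRNA genes. A gene counted as detected in a group at a mean of 5 reads. Folds against a group without reads are lower bounds against 3 reads over the group, and with 1 to 3 reads an exact Clopper-Pearson interval is given.

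Named genes were chosen by a rule: every gene that the paper names (values in its figures were seen before), the 10 largest fold changes in each direction, the 10 lowest p-values among genes with a mean of at least 100 CPM, 4 genes per list, 5 pseudogenes and 5 isoforms, 162 genes in all. Processed pseudogenes were matched to parents by blastn 2.17.0 at 90% identity over 50% of their length, Speedy/RINGO genes to each other at 95% over 500 nt, and lncRNAs to rRNA genes over at least 200 nt. Lengths of isoforms and genes were compared with 100000 permutations. Other software was DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

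The test was checked on simulated data made from these counts. Of 50 genes each changed by 1, 2, 3 or 4 on the log2 scale edgeR found 58%, 94%, 100% and 100% at an adjusted p under 0.05, and 0.257% of the 7790 unchanged genes that its filter kept. A list of 80 genes shifted by 0.5 had a camera p of 4.4e-31 with the preset and of 0.0001 with the estimated correlation, and without a shift p = 0.97. That the WC and EV library of a replicate belong together is known from the paper. The correlations between same-number libraries after removal of the group means were 0.062, 0.024 and 0.004. The alternatives tried were DESeq2, RLE and total-count scaling, no filter or a mean of 5 reads, a replicate block, WC libraries thinned to the EV depth, a test against a fold of 2, leaving out each library and, for gene lists, fold changes regressed on gene length. Isoforms were not tested per library, so no paired analysis or left-out replicate was possible for them, because the deposited table gives 1 fold change per isoform. A minimum of 50 normalized reads was set for the genes ranked by their change of isoform.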

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

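The tests below on identical counts at pseudoautosomal copies and on lncRNA copies were chosen after the result was seen, and the others before the data were examined. Some lists moved against the direction written down beforehand. Mitochondrial ribosomal protein genes had a median log2 fold change of 0.41, with 24 of 60 rising and none falling (23 and none with adjustment over the list alone), and -0.25 with total-count scaling, where 2 rose and 16 fell (camera adjusted p = 0.0018, adjusted p = 0.051 with length regressed out, adjusted p = 0.35 with total-count scaling, and adjusted p = 0.27 with an estimated correlation). Nuclear-encoded respiratory chain genes had a median of 0.66, with 49 of 78 rising and 4 falling (50 and 5 with adjustment over the list alone), and 0.0075 with total-count scaling, where 21 rose and 24 fell (camera adjusted p = 1.4e-08, and adjusted p = 0.27 with an estimated correlation). Its name pattern also took in 10 pseudogenes, of which 7 rose, and of its 68 mRNAs 42 rose and 4 fell, with a median of 0.61. Small nucleolar RNA host genes had a median of 0.67, with 9 of 16 rising (11 with adjustment over the list alone), and 0.016 with total-count scaling, where 6 rose and 2 fell (camera adjusted p = 0.0015, and adjusted p = 0.27 with an estimated correlation). Translation factors and oligopyrimidine mRNAs had a median of 0.5256, and this median turned with total-count scaling as given beside that list.

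Pseudogenes of rising parents. Of 92 distinct parents matched to 214 of the 256 EV-enriched pseudogenes, 79 (85.87%) rose themselves, against 14.88% of all tested mRNAs (Fisher's exact test, p = 9.6e-53, odds ratio 37.6), and against 50.7% of the parents of tested pseudogenes that were not enriched, so reads shared with ribosomal and other parents could add to the class. Counts were identical on both copies of 20 of 24 pseudoautosomal IDs with reads, where simulation gave at most 5, so reads that map to several places appear to be counted on each copy. With WC libraries thinned to the EV depth a mean of 135.85 pseudogenes (SD 4.5 over 20 draws) were enriched, 69.5% of the enriched genes, which argues against depth. Whether the vesicle pseudogene signal is transcription or assignment stays open: the enriched pseudogenes lay above their parents by a median of 1.70 on the log2 scale, which their selection by fold change favours, and all 1183 tested pseudogenes with a parent by 0.14.

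LncRNAs at 18S rRNA genes. The most abundant EV-enriched lncRNAs, 3 of 3, hold rRNA sequence and overlap an 18S rRNA gene. In every library the counts of these 3 genes lay within 2.147% of the highest of them, so the same reads could be counted on each copy, and the lncRNA share could be largely 18S rRNA. The 5 tested 5.8S rRNA genes had a median log2 fold change of -0.44, and 0 rose and 0 fell. Strand-resolved reads could tell these apart, and rRNA of the serum in the medium remains untested.

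Speedy/RINGO genes. Of 20 members, 19 are near-identical to another, so their joint fall could be few independent events counted on many copies. With WC libraries thinned to the EV depth a mean of 11.3 (SD 1.13, range 9 to 13 over 20 draws) of the members fell, with 10 to 14 tested, so the lower EV depth is unlikely to explain it. Isoforms of 1 member stand in the authors' deposited table, and none of its 3 isoforms is enriched.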

How the results depend on the processing

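DESeq2 on every gene, pseudogenes left out, mitochondrial genes left out and gene length of annotated genes only were added after the values were seen. EV-enriched genes numbered 213 with total-count scaling, 187 with thinned WC libraries, 186 without pseudogenes, 1592 at any fold with an adjusted p of at most 0.01, and 308 to 509 when 1 library was left out. WC-enriched genes numbered 333 with DESeq2, 1192 with total-count scaling, 784 without a filter, 236 with thinned WC libraries, 253 against a fold of 2, 279 with DESeq2 on every gene, 317 without pseudogenes, 1171 at any fold with an adjusted p of at most 0.01, and 339 to 491 when 1 library was left out. Similarly detected genes were 5817 with the mean reached in both groups. With the preset correlation 17 lists passed (9 up, 8 down), with fry 20, and with an estimated correlation 0. With length regressed out 21 of 26 lists kept their call, 3 lost it and 2 gained one. With total-count scaling 23 kept it, 2 lost it and 1 gained one. In each fit without EV replicate 1, 2 or 3 or WC replicate 2, 1 list lost its call. Calls gained were 2 without WC replicate 1 or 2 and 1 without WC replicate 3 or EV replicate 3. The first component held 68.8% with all genes, 90.5% with a prior count of 5 and 79.6% to 88.6% with a library left out. K-means on 2000 genes gave 421 and 1579. Isoforms at the thresholds for genes were 127 and 743. The gene length difference was -0.486 as means of log2 and -22816.5 nt with annotated genes only. Isoform productivity, the EV minus WC share of reads on isoforms with a premature termination codon, was -1.10 percentage points for genes with at least 2 isoforms. Among named genes that passed the test under either scaling, directions that turned with total-count scaling were CBX5 (-0.43), CCT2 (-0.18), H2BC11 (-0.00046) and PSMB1 (-0.072).

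A replicate block, which pairs the libraries of a flow cell, gave 402 EV-enriched and 433 WC-enriched genes. With the block the call was the same for 162 of 162 named genes and 26 of 26 lists.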

Differences from the paper's values

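The alternatives named here were set before the data were examined unless it is said otherwise. A value is called within the tolerance when it and the paper's differ by a factor of at most 1.5. WC-enriched genes numbered 517 against the paper's 280. Within the tolerance, though not equal, were DESeq2 (333, which drops 28 of the authors' WC-enriched genes), thinned WC libraries (236, drops 74), a test against a fold of 2 (253, drops 72), and the fits without WC replicate 2 (345, drops 45) or 3 (339, drops 42), and outside it were RLE or total-count scaling, no filter, a mean of 5 reads, the block, any fold, and without WC replicate 1 or any EV replicate. DESeq2 on every gene with a count, chosen after the values were seen, gave 442 EV-enriched and 279 WC-enriched genes and drops 1 of the authors' genes in each direction. Of the authors' 443 EV-enriched genes 352 were also called here, 2 were tested and not called, and 89 had too few reads to be tested, and of the authors' WC-enriched genes 254 were called and 26 not. The paper's Venn diagram in Fig. 2B prints another WC number than its text.

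By class, WC-enriched mRNAs numbered 343 against the paper's 198. Within the tolerance were DESeq2 (224), the block (293), thinned libraries (176), a fold of 2 (168), and the fits without WC replicate 2 (254), WC replicate 3 (248) or EV replicate 3 (296), and outside it were RLE, total counts, no filter, a mean of 5 and the other left-out libraries. WC-enriched lncRNAs numbered 98 against the paper's 47. Within the tolerance were DESeq2 (59), thinned libraries (32), a fold of 2 (47), and the fits without WC replicate 1 (66), 2 (50) or 3 (50), and outside it the others run by class. WC-enriched pseudogenes numbered 74 against the paper's 35. Within the tolerance were DESeq2 (48), thinned libraries (28), a fold of 2 (36), and the fits without WC replicate 1 (52), 2 (41) or 3 (41), and outside it the others run by class. EV-enriched genes of other classes numbered 16 against the paper's 35. Within the tolerance were no filter (39), a mean of 5 reads (24), and the fits without EV replicate 1 (31), 2 (27) or 3 (29), and it was 35 with DESeq2 on every gene, chosen after the values were seen, which drops 1 of the authors' EV-enriched genes. DESeq2 on the filtered genes, RLE, total counts, thinned libraries, a fold of 2, the block and the WC replicates left out were outside it.

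The share of the WC-enriched expression was 7.05% for lncRNA against the paper's 78.6% and 76.6% for mRNA against the paper's 5.6%. As a share of TPM with exon lengths these were 3.68% and 66.8%, which also differ. The authors' deposited table itself gives 78.68% for mRNA, 15.66% for pseudogenes and 5.669% for lncRNA. In it the mRNA and lncRNA classes thus hold the paper's percentages in exchanged places. In the libraries as a whole, TPM with exon lengths gave mRNA 12.1% in EVs against the paper's 48% and 16.2% in WC against the paper's 56%, and pseudogenes 84.8% in EVs against the paper's 48% and 80.5% in WC against the paper's 40%. As shares of raw counts these were 48.0%, 56.0%, 48.5% and 39.9%, within the tolerance, and every other alternative was outside it. The second component held 8.67% against about 5% in Figure S1F, read by eye, within the tolerance at a prior count of 5 (4.37) and outside it under the others.

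The paper states that only EVs were enriched in classes beyond mRNA, lncRNA and pseudogenes, while RNU7-38P and ENSG00000279789.1 passed the thresholds in WC here, by fitted folds over no EV read. With 3 reads in place of none both lie under a fold of 4 (3.58 and 3.43). The number of such WC genes was 2 with DESeq2, RLE scaling, the block, a fold of 2 and without EV replicate 2, 3 without EV replicate 3, 6 with total counts, 12 with a mean of 5 reads and 14 without a filter. It was 0 with thinned WC libraries, without any 1 WC replicate, without EV replicate 1 and, both added after values were seen, with DESeq2 on every gene and with pseudogenes left out, so the difference from the paper depends on these choices. Some genes that the paper shows as EV-enriched had too few reads to be tested: ADAP1 (1 read in WC, 18 in EVs), CRYAB (0 and 7), MT1E (2 and 11), MT1X (0 and 6), ENSG00000251259.1 (3 and 12), ENSG00000274383.1 (12 and 15) and ZBED5-AS1 (14 and 15). All of these were called with no filter and with DESeq2 on every gene. Without EV replicate 3 ADAP1, ENSG00000274383.1 and ZBED5-AS1 were called, and without EV replicate 1 ZBED5-AS1.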

Other observations

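The lists of this part were chosen before the data were examined, and the correlations with length after other results were seen. Where it is not given, the numbers with adjustment over a list alone were the same. Lists of endoplasmic reticulum, nuclear envelope, solute carrier and zinc finger genes had more members that fell than rose in vesicles. Of 32 tested genes of the endoplasmic reticulum translocon, folding and glycosylation, 15 fell and 4 rose, with a median log2 fold change of -0.73 and, with total-count scaling, of -1.39 (camera adjusted p = 0.0050, and adjusted p = 0.16 with an estimated correlation). The chaperone gene HSPA5 fell from 293 ± 40.7 CPM in WC to 91.6 ± 7.93 CPM in EV libraries (SD, n = 3 each, log2 fold change -1.67, SE 0.18, adjusted p = 5.1e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 4 that rose were HSP90B1, SSR2, SEC61B and SEC61G, the last 3 subunits of the translocon and its partner complex. Of 34 nuclear envelope and pore genes 12 fell and none rose, with a median of -0.48 and, with total-count scaling, of -1.13 (camera adjusted p = 0.0027, adjusted p = 0.20 with length regressed out, and adjusted p = 0.16 with an estimated correlation). NUP214, a nucleoporin on the cytoplasmic face, fell from 88.2 ± 7.21 to 15.5 ± 8.26 CPM (SD, n = 3 each, log2 fold change -2.40, SE 0.28, adjusted p = 1.3e-07, the same test). Solute carrier genes fell in 40 of 98 and rose in 7, 41 and 7 with adjustment over the list alone, with a median of -0.82 and, with total-count scaling, of -1.47 (camera adjusted p = 0.00019, and adjusted p = 0.16 with an estimated correlation). Zinc finger genes fell in 42 of 141, 4 of these 141 pseudogenes by annotation, and rose in ZNF664, ZNF326 and ZNF281, 31 and 1 with adjustment over the list alone, with a median of -0.56 and, with total-count scaling, of -1.20 (camera adjusted p = 0.0012, adjusted p = 0.059 with length regressed out, and adjusted p = 0.16 with an estimated correlation). With total-count scaling 24 of the endoplasmic reticulum genes fell and 0 rose, and 27 of the nuclear envelope genes fell and 0 rose. For solute carriers these numbers were 76 and 4, and for zinc finger genes 89 and 0.

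Protein markers of EVs did not rise as a list: of 25 genes CHMP4B rose and LAMP2, ITGB1, TFRC, CD63 and SDCBP fell, with a median of -0.23 (camera adjusted p = 0.084, and toward lower values adjusted p = 0.010 to 0.018 without WC replicate 1, 2 or 3 and 0.016 with total-count scaling). With total-count scaling their median was -0.88, where 0 rose and 19 fell. CD63 went from 312 ± 7.16 to 160 ± 37.2 CPM (SD, n = 3 each, log2 fold change -0.94, SE 0.18, adjusted p = 9.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nuclear-retained lncRNAs had a median of -1.08 (camera adjusted p = 0.12), with MALAT1 rising and FTX, NEAT1, KCNQ1OT1, LINC-PINT and JPX falling out of 11, 2 rising and 6 falling with adjustment over the list alone. By annotation 1 of these 11 is an mRNA. The median with total-count scaling was -1.73, where 0 rose and 8 fell. The host lncRNA ZFAS1 rose from 9.44 ± 4.28 to 68.4 ± 9.34 CPM (SD, n = 3 each, log2 fold change 2.79, SE 0.28, adjusted p = 9.3e-09, the same test). Replication-dependent histone genes rose in 12 of 24 and fell in H2BC6, H2AC15 and H4C8. Their median was 0.44 and, with total-count scaling, -0.21, where 1 rose and 7 fell. Camera gave them an adjusted p of 0.067, and of 0.013 and 0.026 without WC replicate 1 and 2. Golgi and coat genes rose in 6 of 34 and fell in SEC24C, COPA, KDELR1, TGOLN2 and GOLIM4, 6 and 3 with adjustment over the list alone. Their median was -0.16 (camera adjusted p = 0.63) and, with total-count scaling, -0.81, where 2 rose and 22 fell. Proteasome genes rose in 5 of 32 (PSMA1, PSMA7, PSMB1, PSMC5, PSMD11) and fell in PSMD5, 4 and 1 with adjustment over the list alone. Their median was 0.09 (camera adjusted p = 0.45) and, with total-count scaling, -0.56, where 2 rose and 19 fell. The chaperonin genes CCT8, CCT5 and CCT2 rose out of 8, with a median of 0.52 and, with total-count scaling, of -0.13 (camera adjusted p = 0.054, 0.025 with length regressed out and 0.024 without EV replicate 3). Erythroid genes rose in 6 of 21, HEMGN, TAL1, ALAS2, CA1, UROD and BLVRB, and fell in EPB41, TFRC, ALAD and NFE2. Their median was -0.10 (camera adjusted p = 0.80) and, with total-count scaling, -0.76, where 3 rose and 12 fell. Of the vault RNA genes VTRNA1-2 had a log2 fold change of -1.52 (adjusted p = 0.056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and VTRNA1-3 one of -0.59 (adjusted p = 0.30, the same test), and the pair had a camera adjusted p of 0.41 and of 0.045 with length regressed out.

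Of genes of other sources the platelet gene ITGA2B, which K562 cells also express, fell by 2.80 on the log2 scale (SE 0.34, adjusted p = 2.6e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lymphoid gene CD3D had 0.48 (SE 0.26, adjusted p = 0.14, the same test) and, with total-count scaling, -0.17. Liver and serum genes had 53 reads over the WC and 8 over the EV libraries and fibroblast genes 10 and 2, too few to be tested.

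Log2 fold changes and exon lengths had a Spearman correlation of -0.376 over 8701 genes, -0.238 over mRNAs, -0.175 over lncRNAs and -0.313 over pseudogenes. Mitochondrial mRNAs, which fell, have a median length of 870 nt against 4602 nt over all genes. Of the isoforms in the authors' deposited table, 98 of the EV-enriched (10.9%) and 132 of the WC-enriched (4.52%) were predicted to hold a premature termination codon (Fisher's exact test, odds ratio 2.58, p = 4.1e-11). At the thresholds used for genes these were 5 (3.94%) and 21 (2.83%) in the authors' deposited table, not tested, while 4.58% of the EV and 5.12% of the WC reads fell on such isoforms by the authors' deposited table. Splits of the 6 libraries into 3 against 3 are too few for a test: 1 of 10, the real one, gave as many as the 912 enriched genes, and the highest other gave 0.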
